# A genome-wide search for eigenetically regulated genes in zebra finch using MethylCap-seq and RNA-seq

**DOI:** 10.1038/srep20957

**Published:** 2016-02-11

**Authors:** Sandra Steyaert, Jolien Diddens, Jeroen Galle, Ellen De Meester, Sarah De Keulenaer, Antje Bakker, Nina Sohnius-Wilhelmi, Carolina Frankl-Vilches, Annemie Van der Linden, Wim Van Criekinge, Wim Vanden Berghe, Tim De Meyer

## Abstract

Learning and memory formation are known to require dynamic CpG (de)methylation and gene expression changes. Here, we aimed at establishing a genome-wide DNA methylation map of the zebra finch genome, a model organism in neuroscience, as well as identifying putatively epigenetically regulated genes. RNA- and MethylCap-seq experiments were performed on two zebra finch cell lines in presence or absence of 5-aza-2′-deoxycytidine induced demethylation. First, the MethylCap-seq methodology was validated in zebra finch by comparison with RRBS-generated data. To assess the influence of (variable) methylation on gene expression, RNA-seq experiments were performed as well. Comparison of RNA-seq and MethylCap-seq results showed that at least 357 of the 3,457 AZA-upregulated genes are putatively regulated by methylation in the promoter region, for which a pathway analysis showed remarkable enrichment for neurological networks. A subset of genes was validated using Exon Arrays, quantitative RT-PCR and CpG pyrosequencing on bisulfite-treated samples. To our knowledge, this study provides the first genome-wide DNA methylation map of the zebra finch genome as well as a comprehensive set of genes of which transcription is under putative methylation control.

In the past few decades, songbirds became a widely used model system in the behavioral neurobiology of learning^1^, evolutionary genetics^2^, neuroendocrinology^3^ – particularly the sexual differentiation of the brain – and adult neurogenesis^4^. Songbirds evolved the ability to learn vocalizations by copying a singing adult. Vocal learning is a trait that songbirds share with humans, where it forms the basis of spoken language acquisition, but which is absent in traditional model organisms such as rodents and nonhuman primates^5^. The presence of multiple behavioral parallels between song learning and human speech learning makes it plausible that there are similar underlying neurobiological pathways involved^6^,^7^. Indeed, it has become apparent that there are striking homologies between the brains of birds and mammals, leading to the identification of common neuronal and molecular substrates^8^.

One songbird in particular, the zebra finch (*Taeniopygia guttata*), has been the focus of many studies because of its rapid maturation and its tendency to sing and breed in captivity^5^,^7^, highlighted by the availability of its complete genome sequence^9^. Although numerous genomic resources are becoming available for this animal model, several *in vivo* experiments (e.g. knockdowns or manipulation of gene expression), are still impossible or very laborious and expensive. Fortunately, recently two immortalized zebra finch cell lines were established, i.e. the diploid male G266 and tetraploid female ZFTMA cell line, both obtained from spontaneous, non-neuronal tumors, providing an efficient alternative to whole-animal manipulations^10^. Although these cell lines are not derived from brain tissue, it has previously been observed that they express many neurobiologically relevant genes^11^.

Epigenetic modifications, including DNA methylation, have been shown to play an important role in several neurobiological and cognitive processes, such as learning and memory^12^,^13^. Epigenetics is defined as the study of inheritable chromatin modifications that have an impact on gene expression without altering the underlying DNA sequence^14^. DNA methylation is a well-known epigenetic mark that is essential for normal development. It is established by DNA methyltransferases (DNMTs) and involves the transfer of a methyl group to cytosine residues at the carbon 5 position, predominantly in a CpG context. This methylation mark is known to regulate gene expression and when located in the promoter region, it generally leads to transcriptional silencing of the corresponding gene^15^. DNA methylation has traditionally been regarded as a highly stable epigenetic mark in post-mitotic cells, defining their cellular identity. However, it has been observed that the postnatal brain shows stimulus-induced *de novo* CpG methylation or active DNA demethylation at specific loci during the process of learning and memory formation^16^,^17^,^18^. For example, there is accumulating evidence that the expression of brain-derived neurotrophic factor (*BDNF*) is regulated by epigenetic modifications, and in particularly by promoter DNA methylation^19^. BDNF is a neurotrophic factor important for neuronal activity-dependent processes such as long term-potentiation, neuronal survival, development, memory formation and synaptic plasticity, which is linked to several neurological disorders e.g. schizophrenia and mood disorders^20^,^21^.

Even though zebra finches are an attractive model to study the molecular basis of (vocal) learning, a genome-wide DNA methylation pattern in this species is currently lacking. In order to assess a first ‘draft of the zebra finch methylome’, we performed methyl-CpG binding domain protein sequencing (MethylCap-seq) experiments on the G266 as well as the ZFTMA cell line, in presence or absence of the DNA methylation inhibitor 5-aza-2′-deoxycytidine (AZA) that, when incorporated in the genome, inhibits DNMTs resulting in a net demethylation effect^22^. MethylCap-seq is based on the specific enrichment of methylated portions of the genome (i.e. enrichment-based method) by Methyl-CpG Binding Domain (MBD)-based affinity purification followed by massively parallel sequencing^23^,^24^. Contrasting whole-genome bisulfite sequencing, it provides a cost-efficient option to assess genome-wide DNA methylation profiles^25^. However, until now MethylCap-seq has primarily been used for human and mouse genomes, and its effectiveness has not yet been demonstrated in zebra finch. Here, we evaluate the quality and sensitivity of this methodology for zebra finch by comparison with a species-independent, though not genome-wide, methodology, i.e. Reduced Representation Bisulfite Sequencing (RRBS)^26^. By comparing MethylCap-seq data of dimethyl sulfoxide (DMSO, solvent control) and AZA-treated samples it was possible to identify genomic regions that are substantially demethylated due to the treatment. Moreover, to assess the effect of AZA-induced demethylation on gene expression RNA-seq experiments were performed, which were validated by performing zebra finch Exon Array analysis. Subsequently, a pathway analysis was accomplished on the resulting set of loci, and a subset was validated by independent methodologies i.e. CpG pyrosequencing and quantitative Real-Time PCR (qPCR).

To our knowledge, this study provides the first genome-wide draft methylome of the zebra finch. The inclusion of AZA-treated samples allows the identification of loci, which are nearly always methylated, or – more importantly – for which the methylation status is highly variable in different settings. We provide an overview of loci featured by dynamic methylation degrees as well as a list of genes for which expression is putatively regulated by DNA methylation in the promoter region.

## Materials and Methods

### Cell cultures and treatments

Two zebra finch cell lines were used: the diploid male G266 cell line and the tetraploid female ZFTMA cell line, both derived from spontaneous tumors^10^. These cell lines were a kind gift of Dr. David Clayton (Queen Mary University of London). Cells were cultured in DMEM high glucose medium (Life Technologies 41965039) supplemented with 10% heat inactivated fetal bovine serum (Life Technologies 102070106), 2% heat inactivated chicken serum (Life Technologies 15140122) and 1% penicillin streptomycin (Life Technologies 15070063). Cultures were maintained at 37 °C, 5% CO_2_ and 95–98% humidity.

Cells were treated for 72 hours with 1 μM concentration of AZA (=demethylation treatment, Sigma-Aldrich A3656), with DMSO as a solvent control, or left untreated. Both AZA and DMSO inductions were repeated every 24 hours, as AZA is known to be relative unstable in aqueous solution. Genomic DNA (gDNA) was extracted from an untreated ZFTMA cell line as well as from AZA- and DMSO-treated G266 and ZFTMA cell lines using the DNeasy mini kit (Qiagen 69506) while RNA was extracted from AZA- and DMSO-treated G266 and ZFTMA cell lines using Trizol and RNeasy mini kit (Qiagen 74106), both according to the manufacturer’s instructions. DNA and RNA concentrations were measured using Nanodrop 1000 (Thermo Fisher Scientific).

### Library preparation and sequencing

#### Reduced Representation Bisulfite Sequencing

Bisulfite treatment, library preparation and sequencing of the untreated ZFTMA DNA sample were performed as a commercial service by BaseClear, using the Zymo Research EpiQuest bisulfite and library preparation procedures. For this sample, 500 ng gDNA was checked for integrity and lack of degradation by agarose gel electrophoresis and the concentration was measured by a non-UV method. The DNA was subsequently fragmented, size selected (150–450 bp) and a bisulfite conversion was performed. Next, Illumina adapters were added and the fragments amplified with a PCR amplification. The length distribution of the resulting library was checked on a BioAnalyzer (Agilent Technologies G2940CA) and quantified. Quantified and converted DNA libraries were loaded on the Illumina HiSeq2000 platform and a paired-end sequencing run was performed as subscribed in the Illumina protocol ‘performing a multiplexed paired-end run’ (2 times 50 cycles).

#### Methyl-CpG binding domain protein sequencing

Methyl-CpG binding domain protein sequencing (MethylCap-seq), which combines enrichment of methylated DNA fragments by MBD-based affinity purification with massively parallel sequencing^23^, was used to profile the DNA methylation pattern of the DMSO-, AZA- and untreated zebra finch cell lines, i.e. G266 and ZFTMA. The gDNA was sheared using Covaris S2 equipment with following settings: duty cycle 10%, intensity 5, 200 cycles per burst during 190 seconds to obtain fragments with an envisaged average length of 200 bp. The power mode was frequency sweeping, temperature 6–8 °C and water level of 12. 2 μg was loaded in 130 μl TE (1:5) in a microtube with AFA intensifier. After DNA fragmentation, the methylated fragments were captured using Diagenode’s MethylCap^TM^ kit (Diagenode AF-100-0048) according to the manufacturer’s instructions starting from a DNA concentration between 250 and 500 ng. Captured DNA was eluted in a 150 μl High Elution buffer and purified with MinElute PCR purification columns (Qiagen 28006). Purified DNA was used for library preparation, which was performed on the Apollo 324^TM^ (IntegenX) using the Multiplexing Sample Preparation Oligonucleotide Kit (Illumina PE-400-1001). Size selection (100–350 bp) was done with Agencourt AMPure XP beads (Beckman Coulter Inc. (Analis SA) A63882) in combination with polyethylene glycol (PEG). 22 μl of DNA was subjected to PCR following the Illumina Library Amplification Index Protocol (Illumina) with 21 cycles of PCR amplification using Phusion High-Fidelity PCR Master Mix (New England BioLabs (NEB) M0532L) with primers of the Multiplexing Sample Preparation Oligonucleotide Kit (Illumina). PCR products were purified with the High Pure PCR Cleanup Micro Kit (Roche Applied Science 04983912001). Next, libraries were assessed using an Agilent DNA 1000 Chip (Agilent Technologies 5067–1504). The concentration was determined following Illumina’s qPCR Quantification Protocol Guide (Illumina SY-930-1010). After pooling the libraries, paired-end sequencing was performed as a commercial service by BaseClear on one lane (8 samples/lane) of the Illumina HiSeq2000 following the Illumina protocol ‘performing a multiplexed paired-end run’ (2 times 50 cycles).

#### RNA-sequencing

RNA-seq experiments were performed on DMSO- and AZA-treated G266 and ZFTMA cell lines. RNA samples were analyzed with both the Quant-iT^TM^ Ribogreen^**^®^**^ RNA Assay Kit (Invitrogen R11491) and the Agilent Eukaryote Total RNA 6000 Pico Chip (Agilent 5067–1513) to ensure adequate quality and quantity of total RNA. Prior to the library preparation, an rRNA depletion step was performed on 3 μg input RNA (Ribogreen^**^®^**^ measurement) using the Ribo-Zero^TM^ Magnetic Kit (Human/Mouse/Rat, Epicentre MRZH11124). Next, cDNA libraries for the ZFTMA and G266 rRNA depleted samples (6 μl/sample) were prepared using the ScriptSeq^TM^ v2 RNA-seq Library Preparation Kit (Epicentre SSV21124) following the manufacturer’s protocol. Library amplification was performed with 15 PCR cycles. Quality control of the libraries was assessed using an Agilent High Sensitivity DNA Chip (Agilent Technologies 5067–4526). The concentration was determined following Illumina’s qPCR Quantification Protocol Guide (Illumina SY-930-1010). After pooling the libraries, paired-end sequencing was again performed by BaseClear on one lane (4 samples/lane) of the Illumina HiSeq2000 again following Illumina’s protocol ‘performing a multiplexed paired-end run’ (2 times 50 cycles).

### Sequence read mapping

For each sample, MethylCap-seq paired-end reads were mapped with Bowtie2 (v2.1.0)^27^. The mapping parameters were chosen so that only paired-end reads that mapped uniquely and concordantly on the zebra finch reference genome (assembly taeGut3.2.4, Ensembl release 72) within a maximum of 400 bp of each other were retained. Seed mismatches, length and interval during multiseed alignment were set to the default values. For RRBS, paired-end reads were mapped with Bismark (v0.9.0) in Bowtie2-mode^28^. Again, default values were chosen for the multiseed alignment and only concordantly, uniquely mapped reads with a maximum insert size of 500 bp were withheld. Paired-end RNA-seq reads were mapped with STAR (v2.3.0)^29^. Here, reads mapping up to 10 places on the zebra finch genome were allowed with a maximum of 6 mismatches per fragment, i.e. read pair. For MethylCap-seq, duplicate fragments, i.e. fragments with the exact same location of both paired-end reads, were disposed as these are most likely the result of amplification of the same sequence reads during library preparation. As for RNA-seq and RRBS duplicate reads are expected – they arise from both the enzymatic cutting (RRBS)/limited library complexity (RNA-seq) as well as from the PCR step and there is no simple way to distinguish between these two sources of duplicate reads – they were retained for further analysis.

### Quality control of MethylCap-seq

As our study is the first to use MethylCap-seq – which employs a human-derived MBD – on zebra finch samples, it was necessary to first assess the accuracy of this methodology in this non-mammal species. MethylCap-seq specifically enriches for methylated genomic regions. Hence, a higher amount of MethylCap-seq fragments covering a particular region reflects in general a higher methylation degree. Though limited regarding genome-wide information, RRBS is based on bisulfite treatment – and therefore species-independent – and can yield a quantitative estimate of the percentage of methylation. As bisulfite treatment only converts non-methylated cytosine residues to uracil, which will be read as a thymine when sequenced, whereas methylated cytosine residues remain identified as cytosine, it is possible to summarize the methylation state of each sequenced cytosine and CG dinucleotide (=CpG methylation degree). In order to evaluate the efficacy of the performed MethylCap-seq in zebra finch, the MethylCap-seq data of the untreated ZFTMA cell line was compared to its corresponding RRBS data. For each RRBS-covered CpG (at least 10 RRBS reads), the CpG methylation degree was determined as well as its coverage obtained by MethylCap-seq. Finally, to indicate the sensitivity of MethylCap-seq it was examined if higher RRBS CpG methylation degrees are indeed associated with more MethylCap-seq fragments.

### Read summarization

Prior to the differential expression/methylation analysis, the sequencing reads needed to be assigned to genomic features of interest. The mapped RNA-seq reads were converted to fragment counts per exon and grouped per gene with the R-package Rsubread (v1.12.0)^30^. Gene annotations were obtained from Ensembl (release 72).

In order to summarize the MethylCap-seq reads, it was necessary to first identify all possibly methylated regions in the zebra finch genome (Methylation Peaks), which could subsequently be used as units for statistical analysis, cf. the use of genes in RNA-seq data analysis. As MethylCap-seq data consists of a mixture of DNA methylation signal and (relatively low amounts of) noise, only loci that exhibit a sufficiently high signal intensity (i.e. pass a certain threshold) qualify as “potentially methylated”. This classification was done by taking the summed coverage of both ZFTMA and G266 cell line control sample results (i.e. DMSO-treated), and by evaluating different coverage thresholds – ranging from 1 to 20 – for “significant” methylation. Instead of imposing an arbitrary signal intensity threshold, an optimal threshold was identified by using the RRBS data as “gold standard”. Consequently, for threshold identification, only those loci for which RRBS data were available were considered, but we made the reasonable assumption that the identified threshold can be applied on the complete MethylCap-seq dataset.

In a first step, the MethylCap-seq data for both the ZFTMA and G266 DMSO-treated samples was piled-up for an unbiased selection, hereby making the common assumption that the large majority of methylation events are conserved between both cell lines. Second, for each CpG measured by RRBS and MethylCap-seq coverage threshold under study, it was assessed whether this CpG was categorized as “methylated” (=MethylCap-seq intensity above threshold), or “unmethylated” (=vice versa). Third, the optimal coverage threshold was determined by comparing the RRBS methylation degrees between both categories using the Kruskal-Wallis rank sum test. Subsequently, the Methylcap-seq threshold for which this comparison yielded the clearest difference (i.e. lowest p-value) was selected as optimal threshold. In other words, for this threshold MethylCap-seq results correspond best with the RRBS results.

In a next step, the Methylation Peaks were defined as all genomic regions where every position has a total coverage larger than or equal to this optimal coverage threshold. Additionally, these regions were trimmed at both ends so that the final regions start and end with a CpG. Finally, for each sample, the non-duplicate, uniquely mapped MethylCap-seq reads could be summarized into fragment counts per Methylation Peak.

The corresponding functional genomic annotation (i.e. promoter, exon, intron and intergenic) of the identified Methylation Peaks was determined using Ensembl (release 72), wherein the promoter was defined as starting from 2000 bp upstream until 500 bp downstream of the transcriptional start site. Only if a Methylation Peak had none of the genic categories (i.e. promoter, exon, and intron) it was defined as intergenic.

Both circular plots (Circos tool^31^) and an in-house developed genome browser (H2G2, http://h2g2.ugent.be/biobix.html) were used for visualization of the experimental data.

### Differential methylation and expression analysis

To test whether the methylation pattern in intergenic regions was different between gene-deserts, i.e. gene-poor/intergenic regions >500 kb, and no-gene-deserts, i.e. intergenic regions <= 500 kb, the amount of reads in the Methylation Peaks falling in each group was determined. Per chromosome, the read count of each group was normalized for its respective length, after which a t-test was performed comparing the methylation level of both gene-deserts and no-gene-deserts.

Subsequently, we used the R-package EdgeR (v3.4.2)^32^ to test for both differential methylation degrees as well as differential gene expression between the DMSO- and AZA-treated samples. Normalization of the MethylCap-seq counts between the two treatments was performed based on the reads that mapped in non-Methylation Peaks, i.e. the library size of the “noise reads”. The rationale of this in-house method was that despite the performed treatment, the observed noise, i.e. amount of reads between Methylation Peaks, should be similar between the two G266 samples as well as between the two ZFTMA samples. Since the putative noise regions might still contain some signal as well, this can be considered a conservative approach. Normalization of the RNA-seq gene counts was performed with the PoissonSeq package implemented in R (v1.1.2)^33^. This normalization method is based on a Chi-square-like goodness-of-fit statistic and has been shown to perform better than other existing methods (e.g. trimmed mean of M-values (TMM)^34^, DESeq^35^, quantile and library size normalization). Because the global differences between the DMSO- (=control) and AZA-treated (=demethylation treatment) samples are of primary interest, and not the differences between the two cell lines nor the treatment effect that occurs for only one cell line, a paired design was chosen – which also accounts for the different ploidy levels between the two cell lines. Resulting p-values were adjusted using the Benjamini-Hochberg correction and only Methylation Peaks (or genes) that were significant at a false discovery rate (FDR) of 0.1 were considered as differentially methylated (or expressed).

### Enrichment analysis

Next, we tested the list of differentially methylated genomic regions between DMSO- and AZA-treated samples for enrichment in one or more functional categories (i.e. promoter, exon, intron and intergenic). By random sampling from the total amount of Methylation Peaks and counting the occurrences of the respective annotations, a null distribution was generated. During this sampling procedure, the number of Methylation Peaks sampled for each chromosome was equal to the number of significantly down-methylated Methylation Peaks for that chromosome. Sampling was repeated 1,000 times. Based on the null distribution obtained for promoter, exonic, intronic and intergenic regions it was possible to calculate a two-sided p-value for each of these categories.

For Methylation Peaks that were featured by more than one genic annotation (i.e. overlapping genes and/or different transcripts and/or sense and antisense strand and/or peaks overlapping different locations on same strand) the attributed score of the functional location was divided by the amount of different categories for this peak (the sum always being one). For example, if a Methylation Peak is located in an exon on the sense strand but is also located in an intron on the other strand, both “exon” and “intron” categories were attributed a score of 0.5.

As the AZA-treatment normally leads to demethylation and we were particularly interested in demethylation that results in upregulated expression, a similar analysis was performed only one those genomic regions which were significantly down-methylated and located in genes significantly upregulated by AZA-treatment. The functional genic annotation (i.e. promoter, exon and intron) of these Methylation Peaks was determined as described above. Likewise, two-sided p-values were calculated for each genic annotation, after random sampling from the whole set of Methylation Peaks located in upregulated genes.

### Ingenuity Pathway Analysis

To interpret the results in the context of biological processes, regulatory networks and other pathways, Ingenuity Pathway Analysis (IPA) (Ingenuity Systems^**^®^**^, www.ingenuity.com) was performed. The IPA software provides a comprehensive database of known networks and pathways that are constantly being updated based on published literature on gene functions and interactions. After providing the Ensembl gene identifiers of the target genes to IPA (fall release 2015) the most affected/involved biological processes and networks are listed and scored based on significance. In addition, also possible relationships with diseases and disorders are shown. The provided gene list consisted of genes that upon AZA-treatment were significantly upregulated and featured by at least one Methylation Peak exhibiting significant AZA-induced demethylation in the promoter region (i.e. genes that are under putative DNA methylation control). P-values were corrected for multiple testing using the Benjamini-Hochberg method.

### Validation: Zebra finch Exon Arrays and Quantitative Real Time-PCR

To confirm the RNA-seq findings, we performed zebra finch Exon Arrays (Affymetrix custom designed) on independent samples. Total RNA was extracted using Trizol and the RNeasy Mini Kit (#74104, Qiagen Inc., Valencia, CA, USA) according to the manufacturer’s protocol including the optional DNA digestion step. RNA quality was assessed using an Agilent Model 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and the RNA concentration was determined with a Nanodrop 1000 spectrometer (Thermo Fisher Scientific, Wilmington, MA, USA). For each sample, 100 ng of total RNA was processed for hybridization on the microarray using the Ambion^®^ WT Expression Kit and (#4411974, Thermo Fisher Scientific Inc.), the GeneChip^®^ WT Terminal Labeling and Controls Kit (#901524, Affymetrix^®^ Microarray Solutions) and the GeneChip^®^ Hybridization, Wash, and Stain Kit (#900720, Affymetrix^®^ Microarray Solutions). The resulting cDNA was hybridized to the custom designed Affymetrix Gene Chip^®^ MPIO-ZF1s520811 Exon Array as described by Frankl-Vilches *et al*. 2015^36^ and scanned with the GeneChip^®^ Scanner 3000 7G (#00–0210, Affymetrix^®^ Microarray Solutions). CEL files generated by the Affymetrix^®^ GeneChip^®^ Command Console^®^ Software (AGCC) were imported into ChipInspector software, version 21 (El Dorado Database version: E30R1410 Genomatix GmbH). Differential expression between DMSO and AZA (500 nM) treated samples was analyzed using the group-wise exhaustive analysis with false discovery rate set to zero and 10-significant probe minimum coverage. CEL files, raw data and additional statistical information have been deposited in NCBI’s Gene Expression Omnibus^65^ and are accessible through GEO Series accession number GSE71344).

In order to determine whether the expression level correlates to the methylation status, 7 genes were selected that showed a significant increase in gene expression (both RNA-seq and Exon Arrays) and decrease in promoter DNA methylation (MethylCap-seq): *BDNF*^37^, neuroglobin (*NGB*)^38^, *HES* family BHLH transcription factor 1–4 (*HES1-4*)^39^, GABA(A) receptor subunit delta (*GABRD*)^40^, ankyrin 1 (*ANK1*)^41^, matrix metallopeptidase 9 (*MMP9*)^42^ and inhibitor of kappa light polypeptide gene enhancer in B-cells kinase epsilon (*IKBKE*). Three independent biological replicates of DMSO- and AZA-treated samples were used for the validation experiments. Gene-specific qPCR primers were designed using PrimerBlast (NCBI) (Table 1). Total RNA was isolated as described above. 1 μg of RNA was subsequently converted into cDNA using oligodT primers and M-MLV Reverse transcriptase (Promega). SYBR Green qPCR was performed in triplicate on the Rotor-GeneQ instrument (Qiagen) using the Rotor-Gene SYBR Green Fast PCR kit, as follows: 95 °C for 5 min, followed by 45 cycles of 95 °C for 5 s and 60 °C for 10 s. Dissociation curves were checked to ensure amplification of a single PCR product. Moreover, standard curves were run to check the amplification efficiency of each assay. All amplification efficiencies were between 100% and 111%, with no major differences between test genes and housekeeping genes.

For each independent biological sample, all cycle threshold (Ct) values for the target genes were normalized to the corresponding geometric mean of three housekeeping genes: ribosomal protein L30 (*RPL30*), ribosomal protein S13 (*RPS13*), and glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*). To compare the expression levels between different treatments, the 2 ^−**ΔΔ**Ct^ method^43^ was used and corresponding gene-specific p-values were calculated with a two-way ANOVA – using treatment and sample (=1, 2 or 3) as factors – on the normalized Ct values instead of the 2 ^−**ΔΔ**Ct^ values.

### Validation: Single locus specific DNA methylation quantification by CpG pyrosequencing

Additionally, the MethylCap-seq profiles of *BDNF, NGB, HES1-4, GABRD, ANK1, MMP9* and *IKBKE* were validated with CpG pyrosequencing of bisulfite-treated samples (same three independent samples used for qPCR validation). PCR amplification and sequencing primers were designed using the Pyromark Assay Design v2.0 software (Qiagen). The primers (Table 2) were designed at significant Methylation Peaks in the promoter region of the genes of interest. To ensure sufficient bisulfite conversion, a bisulfite conversion control was included in each assay.

First, 2 μg of gDNA was bisulfite converted using the EpiTect Fast Bisulfite Kit (Qiagen). 20 ng of this bisulfite converted DNA was then used as a PCR template (reverse primer was biotinylated), using the PyroMark PCR kit (Qiagen). Primer annealing temperatures were optimized: 56 °C for *BDNF, GABRD, ANK1* and *MMP9*, 58 °C for *HES1-4*, 59 °C for *IKBKE* and 60 °C for *NGB*. Next, 15 μl of the PCR product was used for CpG pyrosequencing on the PyroMark Q24 instrument (Qiagen). Finally, the results were analyzed using the Pyromark Q24 software. Methylation values of each cell line were summarized per CpG for both the DMSO- and AZA-treatment and gene-specific p-values, i.e. including all CpGs tested for the gene, were obtained using a two-way ANOVA with treatment and CpG as factors.

## Results

### Experimental design

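MethylCap-seq captures methylated DNA fragments with a methyl-binding protein domain and sequences them, so that the number of fragments on a region rises with its methylation. The 5 MethylCap-seq libraries came from G266 and ZFTMA, both zebra finch tumor cell lines. Each line was treated with DMSO, the solvent control, or with 1 µM AZA for 72 h, dosed every 24 h, and ZFTMA was also left untreated. There was 1 library per cell line and treatment, so the 2 cell lines served as the replicates of each treatment. The authors mapped the read pairs to taeGut3.2.4, removed duplicate fragments, and deposited the number of fragments on each Methylation Peak without normalization. A Methylation Peak is a region that the authors defined as possibly methylated. The counts on Methylation Peaks summed to 10358829 in DMSO-treated and 2549052 in AZA-treated G266. In ZFTMA they summed to 8574525 with DMSO, 2722135 with AZA and 10292141 without treatment. The counts were used here as deposited, with the cell line as a block in edgeR.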

MethylCap-seq and RNA-seq analyses were performed on DMSO- and AZA-treated samples (Fig. 1). AZA is a chemical analogue of cytidine, that, when incorporated in the genome, inhibits DNMTs resulting in a net demethylation effect^22^. In addition, an untreated ZFTMA sample was analyzed with MethylCap-seq and RRBS to validate the MethylCap-seq methodology in zebra finch (quality control).

### Sequence read mapping

Table 3 lists the results of the sequence alignment for all libraries. 

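According to Table 3 of the paper, 12273057 non-duplicate, uniquely mapped reads remained for DMSO-treated G266 and 5263239 for AZA-treated G266. For ZFTMA these reads numbered 9407497 with DMSO, 4741451 with AZA and 11173357 without treatment. They were 62.4% of the uniquely mapped reads in DMSO-treated G266 and 33.7% after AZA. In ZFTMA the share was 68.2% with DMSO, 27.1% with AZA and 71.5% without treatment. Subtracting the counts on Methylation Peaks from the non-duplicate reads, with both taken to count read pairs, left 1914228 reads outside the peaks in DMSO-treated G266 and 2714187 after AZA. In ZFTMA 832972 such reads were left with DMSO, 2019316 with AZA and 881216 without treatment. The share of non-duplicate reads on Methylation Peaks was 84.4% in DMSO-treated and 48.4% in AZA-treated G266. It was 91.1% in DMSO-treated, 57.4% in AZA-treated and 92.1% in untreated ZFTMA. The untreated and DMSO-treated ZFTMA libraries lay much closer to each other than either lay to the AZA-treated library, although each value rests on 1 library.

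**Figure D1:**
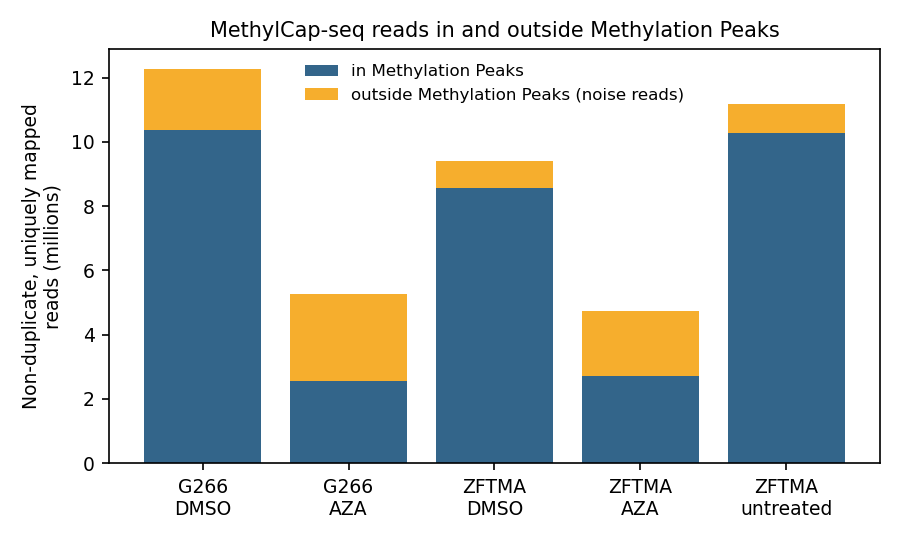
Non-duplicate, uniquely mapped MethylCap-seq reads per library, split into counts in Methylation Peaks and the remaining noise reads. The part in Methylation Peaks was 48.4% and 57.4% in the AZA-treated G266 and ZFTMA libraries.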

For the five MethylCap-seq samples, removal of the duplicate fragments resulted in a lower fraction of non-duplicate, uniquely mapped reads for the AZA-treated experiments. Note that mapping of the RRBS paired-end reads resulted in a rather low percentage of uniquely mapped reads (28.43%), similar as Chatterjee *et al*.^44^ who obtained percentages ranging from 27% to 32.7% when uniquely mapping four non-mammal zebrafish RRBS libraries. In contrast, RRBS mapping of another non-model species (sheep) resulted in an average unique mapping efficiency of 60%^45^. These mapping efficiencies depend on both the specific characteristics of the reads and reference genome, as well as the used stringency during mapping (see Discussion). After RRBS alignment, the CpG dinucleotides were filtered based on coverage. Only CpG sites covered by 10 or more RRBS reads were retained for further analysis. 

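RRBS sequences bisulfite-converted fragments cut at CpG-rich sites and gives the share of methylated reads at single CpGs. The authors mapped the reads of 1 untreated ZFTMA library to taeGut3.2.4, kept duplicates, and deposited the coverage of each CpG and its methylation degree in percent. The lowest coverage in their table was 10 reads, the median 91 and the highest 56456. At least 30 reads covered 936478 of the 1074648 CpGs and at least 100 reads covered 486956. The mean coverage was 123 reads. The mean methylation degree was 51.3% and the median 56.6%. Degrees below 5% were found at 25.7% of the CpGs and degrees of at least 95% at 17.7%. With 1 library there is no replicate error for these values.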

For the RRBS library, this resulted in 1,074,648 CpGs (approximately 11% of total number of genomic CpG sites), with a mean coverage of 123 for which subsequently CpG methylation degrees were calculated (Fig. 2).

### MethylCap-seq is an appropriate methodology for studying DNA methylation in zebra finch

Since this is the first study performing MethylCap-seq on zebra finch samples, prior to the genome-wide DNA methylation analysis, it was necessary to evaluate the effectiveness of this technique in zebra finch. Therefore, as a quality control, the untreated ZFTMA sample was also analyzed with RRBS, demonstrating that higher RRBS CpG methylation degrees are clearly associated with more MethylCap-seq fragments (Fig. 3): for very low RRBS methylation percentages almost no fragments are picked up (Fig. 3a,b), whereas for very high methylation percentages, on average a high coverage is obtained (Fig. 3a). 

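The fragment count of the Methylation Peak that covers a CpG was set against the RRBS methylation degree in the untreated ZFTMA libraries, with CpGs outside peaks counted as 0. This count per peak stands in for the fragment coverage per CpG. Spearman's correlation across the 1074648 CpGs was 0.461. CpGs are not independent replicates, so no p-value is given. The correlation moved most when only CpGs inside Methylation Peaks were used, where it was 0.198. A peak covered 11.3% of the CpGs with a degree of at most 1%, and their mean count was 10.6 fragments. Among CpGs over 80% and below 99% a peak covered 79.2%, with a mean count of 143 fragments. The median methylation degree was 79.5% inside peaks and 4.35% outside. The Methylation Peaks had been defined with a threshold tuned on these RRBS data, so the 2 measures are not independent.

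**Figure D2:**
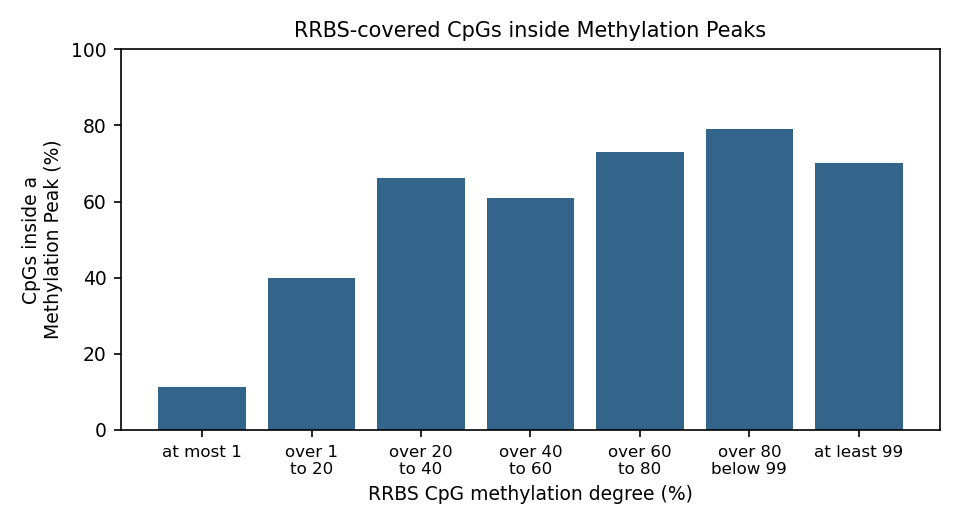
Share of RRBS-covered CpGs (%) that lie inside a Methylation Peak, by RRBS methylation degree (%) in untreated ZFTMA. The share is 11.3% for CpGs of at most 1%, rises to 66.2% for those over 20% to 40%, drops to 61.0% for those over 40% to 60%, reaches 79.2% for those over 80% and below 99%, and is 70.2% for those of at least 99%.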

Note that Fig. 3b also illustrates that even for ~100% methylated loci, no fragments may be picked up by MethylCap-seq, most likely due to several known biases inherent to the methodology^46^. Taken altogether, these results indicate that MethylCap-seq is an appropriate methodology for genome-wide mapping of DNA methylation in zebra finch, though only semi-quantitatively.

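Of the 54639 CpGs with a methylation degree of at least 99%, 29.8% lay outside every Methylation Peak. Over all of them the median count was 46 fragments, and the count was 0 for 30.2%. Among the 173337 CpGs with a degree of at most 1%, the count was 0 for 88.9%. From the rise of coverage with the methylation degree, and from the highly methylated loci without fragments, the paper concludes that MethylCap-seq is appropriate for zebra finch but semi-quantitative.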

### (Differential) methylation and expression analysis

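The deposited table holds 719917 Methylation Peaks on 35 chromosome names of taeGut3.2.4, and no peak overlapped another. The authors called them once on the summed coverage of both DMSO-treated samples and trimmed each to start and end with a CpG. The peaks covered 175274381 bp in all. Their median width was 126 bp and the widest spanned 12285 bp, while 27.5% were 2 bp wide and so held a single CpG. The median count per peak was 8 fragments in DMSO-treated G266 and 2 after AZA. In ZFTMA it was 3 with DMSO, 2 with AZA and 3 without treatment, so that most single peaks were measured with few fragments. The functional location of the peaks was not analysed here.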

By combining the MethylCap-seq data with the RRBS data, we identified 719,917 possibly methylated genomic regions, i.e. ‘Methylation Peaks’, of which 60.29%, 31.32%, 5.39% and 3% are distributed in intergenic, intronic, exonic and promoter regions, respectively (see Supplementary Figure S1(a)). This peak distribution is not at all surprising, given the overall higher share of intronic/intergenic regions compared to exonic/promoter regions in the genome.

Examination of the methylation level per chromosome revealed overall similar methylation degrees between chromosomes (Supplementary Table S6). Furthermore, the distribution of methylation between exons, introns, promoters and intergenic regions showed only slight differences between chromosomes (Supplementary Figure S2). Additionally, it was examined if the intergenic methylation pattern distinguishes gene-deserts (gene-poor regions >500 kb) from other intergenic regions. Indeed, after determining the methylation level of each group per chromosome, a t-test showed that gene-deserts are clearly less methylated than other intergenic regions (p-value = 0.0079 for the 21 chromosomes characterized by gene-deserts) (data not shown).

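The mean RRBS methylation degree was computed for the 31 chromosomes with at least 1000 covered CpGs, leaving out unplaced sequence and the mitochondrial genome. The median over these chromosomes was 51.0% and the SD between them was 4.55 percentage points. The lowest mean degree was 41.1% on chromosome 1A and the highest was 60.7% on chromosome 25. Weighting CpGs by their reads lowered the median to 45.3%, with the same chromosomes at both ends. In the DMSO-treated MethylCap-seq libraries, the counts per bp of Methylation Peak ranged from 0.0904 to 0.132 between chromosomes, with a median of 0.108. The Spearman correlation of both measures across the chromosomes was -0.107, and chromosomes are not replicates.

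**Figure D3:**
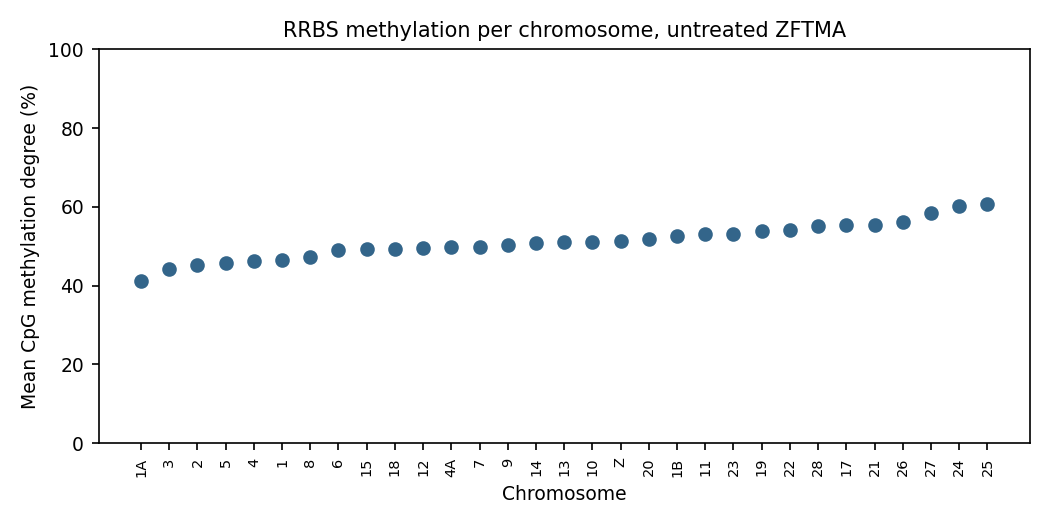
Mean RRBS CpG methylation degree (%) of each chromosome with at least 1000 covered CpGs in untreated ZFTMA, in ascending order. The points run from 41.1% on chromosome 1A to 60.7% on chromosome 25.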

In a next step, a quantitative comparison was made between the DMSO- (=control) and AZA-treated (=demethylation treatment) samples making use of the R-package EdgeR^32^. Normalization was based on the reads that mapped between Methylation Peaks. 

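The 2 AZA-treated and 2 DMSO-treated MethylCap-seq libraries were compared with edgeR's quasi-likelihood test, with the reads outside Methylation Peaks as library size, the cell line as a block and all 719917 peaks in the Benjamini-Hochberg adjustment. At an FDR of 0.1, 392812 Methylation Peaks (54.6%) had lower counts after AZA and 12 had higher counts. The largest p-value at this FDR was 0.0546. Among peaks with at least 10 counts in the libraries compared, the median log2 ratio of AZA to DMSO was -2.54 in G266 and -3.06 in ZFTMA. The median log2 ratio of untreated to DMSO-treated ZFTMA was 0.15. The choice of library size moved these numbers most. With TMM normalization of the peak counts, 148 peaks had lower and 359 had higher counts. With all non-duplicate reads of Table 3 as library size, 53025 peaks had lower and 735 had higher counts.

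**Figure D4:**
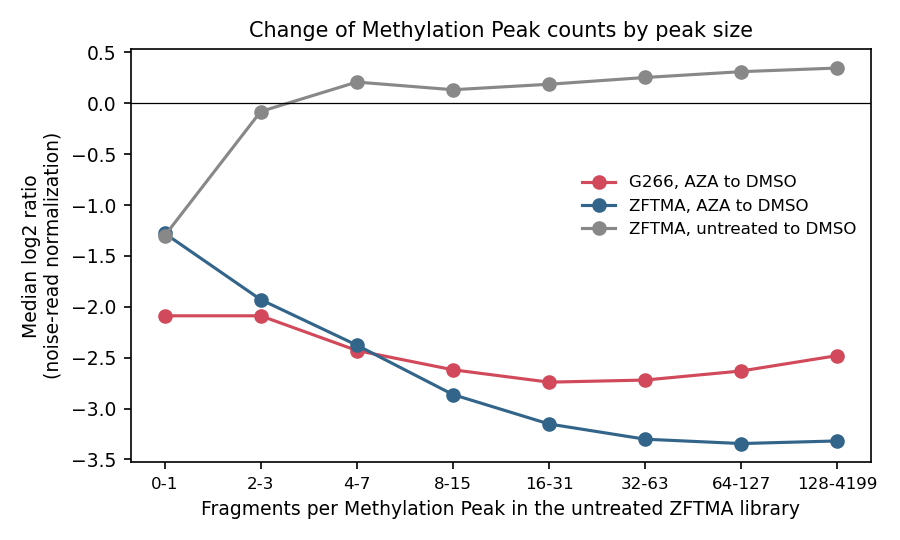
Median log2 ratio of noise-normalized counts (prior of 0.5 counts) over Methylation Peaks grouped by their fragments in the untreated ZFTMA library, for 3 pairs of libraries. Peaks of 2 to 3 fragments lie at -2.09 in G266 and -1.93 in ZFTMA after AZA, and at -0.08 in untreated against DMSO-treated ZFTMA. In the group of 0 to 1 fragments the untreated library itself lies at -1.30.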

Using an FDR of 10% (corresponding with a p-value of 0.0043), 30,700 Methylation Peaks (=4.26%) showed significantly less methylation after AZA-treatment. 1,996 of the 18,318 annotated zebra finch genes (=10.90%) had at least one of these 30,700 Methylation Peaks in their promoter region (2000 bp up- and 500 bp downstream of transcription start site) (Supplementary Table S1).

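The copy of Table S1 used here lists 1996 genes, as many as the paper states, with their positions in taeGut3.2.4 but not their strand. Windows of 2000 bp outside and 500 bp inside the gene were therefore taken at both gene ends. All 1996 genes had a Methylation Peak in at least 1 of these windows. The paper chose these genes by their counts in the same libraries, so the share of them with a lower peak is not given as a test.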

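RNA-seq was performed on rRNA-depleted RNA of G266 and ZFTMA, each treated with DMSO or AZA as for MethylCap-seq, with 1 library per cell line and treatment. The authors mapped the read pairs with STAR, counted fragments per exon and grouped them per Ensembl gene, and deposited these counts without normalization. The counts summed to 22306354 in DMSO-treated and 23523400 in AZA-treated G266. In ZFTMA they summed to 35075936 with DMSO and 22937813 with AZA. The 10 genes with the most counts held between 9.77% and 10.8% of a library. The counts were used here as deposited, in edgeR's quasi-likelihood test with the cell line as a block. Fragments of near-identical paralogs or overlapping genes could be split by the counting, and the paper's text does not name its use of strand. Gene symbols and positions came from the paper's supplementary tables. The copies used here hold 146 of the 147 genes of Table S3 and 1238 of the 3679 genes of Table S4, which were used only to pair names with identifiers. Only genes that the supplementary tables paired with a name could be named here.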

To assess the impact of (variable) methylation on gene expression and to identify genes that are under DNA methylation control, RNA-seq experiments were performed. Of the mapped RNA-seq reads, only approximately 50% were located in genomic regions that are annotated by Ensembl as coding regions, i.e. exons, likely reflecting a still incomplete annotation of the zebra finch genome. For each sample, on average 70% of the known 18,318 genes were covered with at least 10 reads in their coding region. 

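The deposited tables hold 18618 gene identifiers. At least 10 fragments were counted on 65.7% of them in DMSO-treated and 72.8% in AZA-treated G266. In ZFTMA the share was 68.0% with DMSO and 72.3% with AZA. The mean of the 4 libraries was 69.7%. In both cell lines more genes reached 10 fragments after AZA, although the AZA-treated ZFTMA library held fewer counts than its control.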

Next, data normalization was performed with PoissonSeq^33^ as this method performed better upon visual inspection – profile of the scaling factor line through the scatterplot of the data points – compared to other normalization methods (e.g. TMM^34^, quantile and library size normalization) (data not shown). 

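The PoissonSeq depth was computed from the counts with a new implementation of its goodness-of-fit estimate, since the package was not used here. It gave a relative depth of 0.851 for DMSO-treated and 0.951 for AZA-treated G266. For ZFTMA it gave 1.33 with DMSO and 0.927 with AZA. TMM gave 0.830 and 0.982 for G266 and 1.27 and 0.963 for ZFTMA in the same order. Among the 13434 genes with at least 10 counts in at least 2 libraries, the median log2 fold change after AZA was 0.07 with the PoissonSeq depth. It was -0.03 with TMM and 0.16 with total gene counts, so changes of this size depend on the scaling.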

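With the PoissonSeq depth, edgeR's quasi-likelihood test called 5183 genes higher and 3045 genes lower after AZA at an FDR of 0.1, over all 18618 genes. Genes without counts entered with a p-value of 1. Higher calls made up 63.0% of the total, and the largest p-value was 0.0442. TMM normalization moved this balance, with 4229 genes higher and 4081 lower (50.9% higher). Total gene counts as library size gave 6176 higher and 2301 lower (72.9% higher). DESeq2's Wald test gave 2361 higher and 2519 lower genes. With 2 cell lines per treatment the common dispersion was estimated at 0.00407.

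A symbol was known for 2187 of the 18618 genes. All of them were on the paper's lists of genes with a demethylated promoter or changed expression in these libraries. Larger changes among the other genes are therefore not excluded. Among genes with a symbol, at least 50 normalized counts in their higher group and the same direction in both cell lines, the largest increases were those of IL15, FOXL2 and TBX22. All 3 had 0 counts in both DMSO-treated libraries, so only a lower bound of the change is given. IL15 was at least 32.2-fold higher after AZA, with 93.0 ± 36.4 normalized counts (SD, n = 2). It did not pass in DESeq2's Wald test, whose adjusted p of 0.101 was the highest of its alternatives, which began at 7.96e-44. FOXL2 was at least 31.9-fold and TBX22 at least 28.5-fold higher. The largest decreases were those of GPR39 (log2 fold change -3.72, standard error 0.39, and -4.10 in G266 and -2.98 in ZFTMA alone), LYPD1 (-3.10, standard error 0.30) and COL8A1 (-2.86, standard error 0.11). Each standard error here is the size of the log2 fold change divided by the square root of the test's F statistic. It does not measure the spread between the cell lines, which for COL8A1 gave -3.18 in G266 and -2.61 in ZFTMA. COL8A1 fell from 1526 ± 271 to 214 ± 94.3 normalized counts (SD, n = 2), with an adjusted p = 3.82e-143 from edgeR's quasi-likelihood test. In the same test this was 5.55e-21 when only genes with at least 10 counts in at least 2 libraries were tested. Without the block it was 7.35e-04. The size of such p-values thus depended strongly on the fit, with 2 cell lines per treatment.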

After normalization and EdgeR analysis (FDR = 0.1, corresponding p-value = 0.0205), we identified 147 and 3,679 genes that were significantly down- and upregulated after AZA-treatment, respectively (Supplementary Tables S3 and S4).

Next, RNA- and MethylCap-seq results were compared. 

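Table S1 of the paper, the genes with a demethylated promoter peak, was set against the genes with higher expression in edgeR's quasi-likelihood test. Of the 5183 genes with higher expression, 680 (13.1%) were in Table S1. The association was tested among the 13434 genes with at least 10 counts in at least 2 libraries, of which 1666 were in Table S1. There, 13.4% of the genes with higher expression and 11.9% of the other genes were in Table S1. The odds ratio was 1.14 (Fisher's exact test, two-sided, p = 0.0144, across genes, which are not independent replicates). It moved most with all genes as background, where it was 1.39. With the PoissonSeq depth multiplied onto the library totals it was 1.07 (Fisher's exact test, p = 0.295). That setting was chosen after seeing the values. Of the 357 genes of Table S2, 329 were called higher.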

357 of the 3,679 upregulated genes (=10.35%) were featured by at least one Methylation Peak exhibiting significant AZA-dependent demethylation in the promoter region, and are thus under putative DNA methylation control (Supplementary Table S2). As an example, the data tracks of a couple of these genes are depicted for both cell lines in two circular plots^31^. Figure 4 shows the methylation profile (=MethylCap-seq tracks) of the promoter regions of 4 genes that are putatively epigenetically regulated (i.e. *HES1-4,* heparin-binding EGF-like growth factor (*HBEGF*), *ANK1* and *IKBKE*), while Fig. 5 also shows the corresponding expression profile (=RNA-seq tracks) for these genes. As songbirds are an ideal model to study memory formation, brain development and neuroplasticity, two of the depicted genes are neurobiologically relevant (*HES1-4* and *ANK1)*, but in order to provide a general overview also two other genes (*HBEGF* and *IKBKE*) are added to the circular plots. These figures clearly show that these genes are characterized by AZA-induced demethylation of the promoter as well as re-expression.

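The expression of all 4 genes was higher after AZA in both cell lines, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HES1, the identifier that the supplementary tables pair with this symbol, lies on chromosome 9 of taeGut3.2.4 from 14675139 to 14676809. Its normalized counts rose from 7.33 ± 2.93 to 71.9 ± 0.566 (SD, n = 2), a log2 fold change of 3.35 (standard error 0.36, adjusted p = 3.04e-19). HBEGF, on chromosome 13 from 16362185 to 16366170, rose from 67.3 ± 20.4 to 393 ± 14.0 normalized counts (SD, n = 2), with a log2 fold change of 2.52 (standard error 0.16, adjusted p = 6.00e-55). ANK1, on chromosome 22 from 3206465 to 3240634, rose from 64.8 ± 1.45 to 424 ± 78.8 normalized counts (SD, n = 2), with a log2 fold change of 2.68 (standard error 0.16, adjusted p = 2.69e-62). The change of IKBKE, on chromosome 26 from 1228425 to 1234197, was smaller, with a log2 fold change of 1.26 (standard error 0.16, adjusted p = 2.14e-14). These increases kept their direction and significance in each of the 8 alternative fits that were made for single genes. The size of the p-values did not hold. Without the block, the adjusted p from edgeR's quasi-likelihood test was 7.43e-04 for HES1, 3.72e-04 for HBEGF, 1.94e-04 for ANK1 and 2.75e-03 for IKBKE.

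The strand of these genes was not used here, and the promoter window was taken at the gene end where Fig. 4 draws it. The 4 windows held 10 Methylation Peaks, 9 of which had significantly lower counts after AZA in edgeR's quasi-likelihood test with noise-read library sizes. The exception was a peak at ANK1 with 4 and 1 fragments in DMSO- and AZA-treated G266 and 0 in both ZFTMA libraries. With these library sizes 54.6% of all Methylation Peaks were lower. Among peaks with at least 10 counts summed over the 4 libraries the share was 80.0%. Such calls were thus common across the genome and do not show a change specific to these promoters. For each gene, the peak with the smallest adjusted p is given, and for HES1 also the peak highlighted in Fig. 4. HBEGF had a Methylation Peak from 16366001 to 16366302 with 29 and 3 fragments in G266 and 32 and 3 in ZFTMA. Its log2 fold change was -4.20 (standard error 0.58, adjusted p = 1.55e-10 from the same edgeR test), and its log2 ratio was -3.58 in G266 and -4.49 in ZFTMA alone. At ANK1 the peak from 3242534 to 3242788 had 27 and 2 fragments in G266 and 29 and 5 in ZFTMA (log2 fold change -3.91). At IKBKE the peak from 1233780 to 1234510 had 49 and 7 fragments in G266 and 74 and 9 in ZFTMA (log2 fold change -3.84), with -3.23 in G266 and -4.25 in ZFTMA alone. At HES1 the peak from 14676534 to 14676805 had 8 and 2 fragments in G266 and 30 and 5 in ZFTMA (log2 fold change -3.45). This rested more on ZFTMA, where the log2 ratio was -3.75, than on G266, where it was -2.27. The highlighted HES1 peak, from 14677239 to 14677833, had 16 and 1 fragments in G266 and 11 and 1 in ZFTMA (log2 fold change -4.42). With TMM normalization all these peaks were still lower, but none passed an FDR of 0.1. With all non-duplicate reads of Table 3 as library size, the described peaks at HBEGF, ANK1 and IKBKE passed. Neither HES1 peak did (adjusted p = 0.308 and 0.128 from edgeR's quasi-likelihood test). From such profiles, the paper states that these genes show demethylation of the promoter and re-expression. Its pyrosequencing found a significant methylation change at HES1 and ANK1 but not at IKBKE, and HBEGF was not among the genes it tested.

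**Figure D5:**
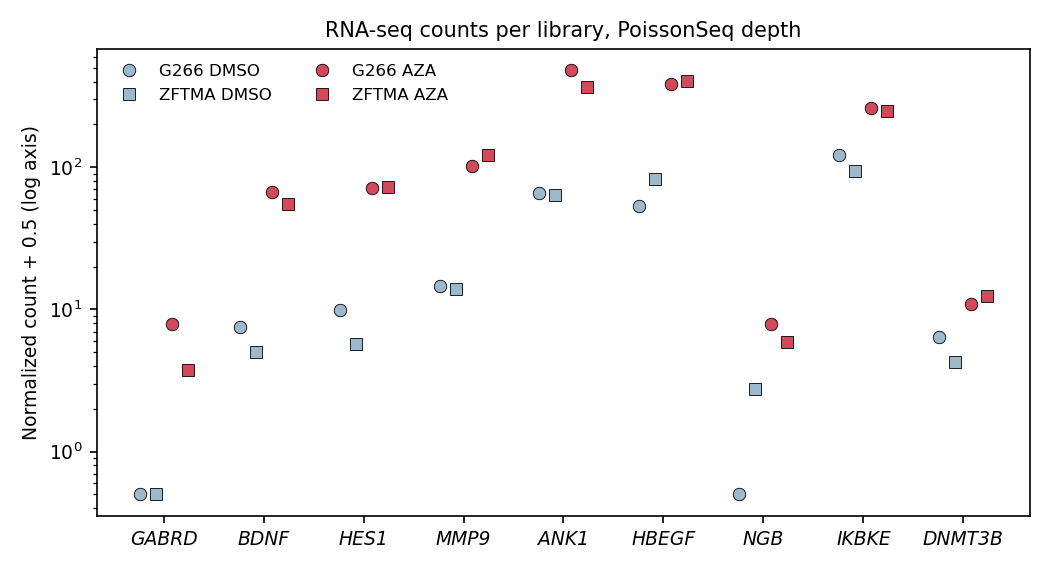
PoissonSeq-normalized RNA-seq counts plus 0.5 (log axis) of 9 genes in each of the 4 libraries, with G266 as circles and ZFTMA as squares. Both AZA-treated libraries lie above both DMSO-treated libraries for all 9 genes.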

In addition, also the MethylCap- and RNA-seq tracks of *BDNF* are shown. As stated earlier, it has been shown that *BDNF* is involved in synaptic plasticity with an expression inversely correlated with promoter DNA methylation. In our analysis, although *BDNF* expression was significantly upregulated after AZA-treatment (p-value = 5.31E-11, Fig. 5), we found no significantly demethylated Methylation Peaks in the *BDNF* promoter. However, visual inspection of the methylation profiles of the promoter region (Fig. 4) suggests considerable AZA-induced demethylation. Indeed, one particular Methylation Peak (highlighted in yellow in Fig. 4) received a p-value of 0.01 and despite the fact that this was just above the FDR threshold (corresponding with a p-value of 0.0043), this still suggests methylation-dependent gene expression.

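The gene BDNF lies on chromosome 5 of taeGut3.2.4 from 1307882 to 1308622. It had 6 fragments in each DMSO-treated library, 63 in AZA-treated G266 and 51 in AZA-treated ZFTMA. Normalized by the PoissonSeq depth, this was 5.78 ± 1.80 and 60.6 ± 7.92 counts (SD, n = 2), a log2 fold change of 3.40 with a standard error of 0.40. The adjusted p from edgeR's quasi-likelihood test was 2.69e-16, and 8.66e-04 without the block. The log2 ratio was 3.13 in G266 and 3.51 in ZFTMA.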

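A pair of Methylation Peaks overlapped the BDNF promoter window, from 1308122 to 1310622 on chromosome 5. The peak from 1309192 to 1309946, which was matched to the highlighted one by its position on the axis of Fig. 4, had 27 fragments in DMSO-treated and 2 in AZA-treated G266, and 9 and 3 in ZFTMA. With noise-read library sizes its log2 fold change was -3.51 (standard error 0.63, adjusted p = 2.45e-07 from edgeR's quasi-likelihood test). Alone, G266 gave a log2 ratio of -3.96 and ZFTMA -2.72. The peak from 1307118 to 1308672 had 73 and 23 fragments in G266 and 91 and 24 in ZFTMA, with a log2 fold change of -2.69 (adjusted p = 4.92e-06 from the same test). Its log2 ratio was -2.15 in G266 and -3.18 in ZFTMA. These lay near the medians of -2.54 and -3.06 over all peaks with at least 10 counts. Neither BDNF peak passed an FDR of 0.1 with TMM normalization, or with all non-duplicate reads of Table 3 or the sum of counts in peaks as library size. Over all alternatives in edgeR and DESeq2, the adjusted p ranged from 4.11e-08 to 0.999 for the former peak and from 3.16e-09 to 0.998 for the latter. From the reduced profile of this peak, the paper proposes that BDNF expression depends on methylation. It also reports significant changes of BDNF by qPCR and by pyrosequencing in both lines, from separate samples.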

### Enrichment analysis

As we aimed at the identification of epigenetically regulated genes, we were particularly interested in DNA demethylation leading to upregulated gene expression. Therefore, we determined the global distribution of the functional genic locations (i.e. promoter, exon and intron) of those AZA-demethylated Methylation Peaks that are located in genes upregulated after AZA-treatment (Fig. 6(a)). Not unexpectedly – given the higher share of intronic regions compared to exonic/promoter regions in the genome – the majority of these Methylation Peaks are located in intronic regions (68.27%). Additionally, a considerable number was found in the exonic (21.37%) and promoter regions (10.36%). In order to investigate whether one of these genic locations was relatively under- or overrepresented compared to random data, i.e. significantly decreased or enriched, we performed an enrichment analysis. By comparing the genomic distributions of 1,000 random samples (Fig. 6(b)) with the distribution shown in Fig. 6(a), a significant overrepresentation of AZA-demethylated loci was found for promoter and exonic regions whereas a significant underrepresentation was found for intronic regions (p-values < 0.001). No significant enrichment was found for a particular exon number (data not shown).

When looking only at the genome-wide methylation data, i.e. including intergenic regions and not taking into account the RNA-seq expression data, similar results were obtained: compared to random data, AZA-induced demethylation was relatively enriched in exonic and promoter regions, but decreased in intronic and intergenic regions (p-values < 0.001, see Supplementary Figure S1(b)).

### Ingenuity Pathway Analysis

Table 4 shows the top overrepresented disease and function categories resulting from an IPA of the 357 putatively epigenetically regulated genes (i.e. upregulated expression and down-methylated promoter after AZA-treatment). As can be noted from Table 4, neurological disease is classified as the top overrepresented disease category (Benjamini-Hochberg adjusted p-values between 6.1E-5 and 6.41E-2). Next to neurological diseases, this gene cluster also shows significant association with cancer and psychological disorders. A list of genes that contribute to each of the significant categories as well as a list of genes that contribute to each of the specific diseases or functions in each of the categories can be found in Supplementary Table S7 and Table S8, respectively.

### Validation: Zebra finch Exon Arrays, qPCR and single locus specific DNA methylation quantification by CpG pyrosequencing

In order to confirm the RNA-seq findings using a larger number of biological replicates, we performed zebra finch Exon Arrays (Affymetrix, custom designed). In addition, the inverse correlation between DNA methylation and expression levels was validated using pyrosequencing and qPCR for a subset of genes. 14 AZA-treated RNA samples, corresponding to 7 ZFTMA and 7 G266 samples, were compared to 11 controls (DMSO-treated), 5 from ZFTMA and 6 from G266 using Exon Arrays. With this platform, it is possible to detect expression of 17,882 Ensembl-NCBI annotated genes. 3,826 genes were found to be differentially expressed in the RNA-seq experiment, out of which 3,533 are present on the array. Hence, the validation covered 92.3% of the RNA-seq differentially expressed genes. Genes were considered differentially expressed when the p-value was lower than or equal to 0.05. This way, differential expression could be confirmed for 2,398 out of 3,826 (62.7%) genes: 109 out of 147 (74.1%) down-regulated genes and 2,289 out of 3,679 (62.2%) up-regulated genes.

In order to determine whether the expression level correlates to the methylation status, 7 genes were selected that showed a significant increase in gene expression and decrease in promoter DNA methylation in both RNA-seq and Exon Arrays and in MethylCap-seq experiments, respectively: *BDNF, NGB, HES1-4, GABRD, ANK1, MMP9* and *IKBKE*. 

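In the RNA-seq libraries, MMP9, on chromosome 20 of taeGut3.2.4 from 7507332 to 7509498, rose from 13.8 ± 0.424 to 111 ± 13.4 normalized counts (SD, n = 2). Its log2 fold change was 3.02 (standard error 0.28, adjusted p = 4.44e-26 from edgeR's quasi-likelihood test). Without the block the adjusted p from this test was 3.83e-04. GABRD and NGB had few counts. GABRD, on chromosome 21 from 3764543 to 3778087, had 0 fragments in both DMSO-treated libraries, 7 in AZA-treated G266 and 3 in AZA-treated ZFTMA. It was at least 1.84-fold higher after AZA (adjusted p = 0.0235 in edgeR's quasi-likelihood test). It did not pass in DESeq2's Wald test, whose adjusted p of 0.217 was the highest of its alternatives, which began at 0.00107. NGB, on chromosome 5 from 39422686 to 39427067, had 0 and 3 fragments with DMSO and 7 and 5 with AZA in G266 and ZFTMA. Its adjusted p was 0.119 in the same edgeR test, which did not pass. It passed in edgeR's likelihood ratio test (adjusted p = 0.0356), and the adjusted p ranged from 0.0106 to 0.583 over all alternatives in edgeR and DESeq2.

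The strand of these 3 genes was not used here, so peaks at both gene ends were tested. Of their 12 Methylation Peaks, 11 had significantly lower counts after AZA in edgeR's quasi-likelihood test, and the exception was a 2 bp peak near GABRD. In the same test 54.6% of all peaks were lower. Among peaks with at least 10 counts summed over the 4 libraries the share was 80.0%. For each gene, the peak with the smallest adjusted p is given. MMP9 had a Methylation Peak from 7510883 to 7511085 with 20 and 3 fragments in DMSO- and AZA-treated G266 and 19 and 1 in ZFTMA (log2 fold change -4.07), with a log2 ratio of -3.05 in G266 and -4.98 in ZFTMA alone. The peak from 39428097 to 39428585 at NGB had 33 and 3 fragments in G266 and 25 and 4 in ZFTMA (log2 fold change -3.88). At GABRD the peak from 3777679 to 3778347 had 26 and 2 fragments in G266 and 27 and 5 in ZFTMA (log2 fold change -3.83). These values use noise-read library sizes, and none of these 3 peaks passed an FDR of 0.1 with TMM normalization. The exon arrays were not analysed here.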

To validate our findings three independent biological samples were treated with either DMSO or AZA and for these 7 genes (i) qPCR was carried out to validate the induction of mRNA expression and (ii) CpG pyrosequencing was performed to validate DNA methylation changes in the promoter region of the corresponding genes.

For each gene, qPCR results were consistent with the obtained RNA-seq results, i.e. the mRNA expression of these genes is significantly upregulated by AZA-treatment in both cell lines (Fig. 7 and Table 5). Also, for 6 genes, the change in DNA methylation levels in the promoter was confirmed by pyrosequencing, even for differential methylated *BDNF* peaks which revealed borderline statistical significance in the MethylCap-seq results (Fig. 8, Figure S3 and Table 5). Note that for *MMP9* the change in promoter methylation was only confirmed in one cell line (ZFTMA). Although *IKBKE* was found to be differentially expressed between both treatments – both with RNA-seq and qPCR – the methylation differences found with MethylCap-seq could not be validated with CpG pyrosequencing (see Discussion).

## Discussion

The methylomes of two zebra finch cell lines were profiled by MethylCap-seq. Both G266 (male, diploid) and ZFTMA (female, tetraploid) cell lines were obtained from spontaneous, non-neuronal tumors and provide an efficient alternative for whole-animal manipulations. As this study is the first to use MethylCap-seq to provide a genome-wide DNA methylation profile of DNA originating from zebra finch samples, we first evaluated the effectiveness of this technique on an untreated ZFTMA cell line. By comparing the MethylCap-seq data with RRBS CpG methylation degrees, MethylCap-seq indeed proved to be an appropriate methodology for genome-wide mapping of DNA methylation in zebra finches. The fact that CpG pyrosequencing validated promoter methylation changes in 6 out of the 7 selected genes further supports our conclusion regarding MethylCap-seq as a suitable methodology in zebra finches, though it only provides a semi-quantitative indication of the degree of methylation.

Based on MethylCap-seq data of AZA-treated samples and controls (solvent, DMSO), an in-house peak calling method identified 719,917 Methylation Peaks of which 30,700 showed significantly less methylation after AZA-treatment. Not unexpectedly, these down-methylated Methylation Peaks were significantly enriched for exonic and promoter regions. Complemented with additional RNA-seq data, we subsequently identified 357 genes featured by expression under putative DNA methylation control, including *ANK1* (Supplementary Table S2). Interestingly, two independent studies recently demonstrated hypermethylation of *ANK1* in the brain of Alzheimer’s patients^41^,^47^. *ANK1* produces ankyrin 1, an essential structural component of the cell outer membranes. Furthermore, this epigenetic alteration appears to occur early on in the disease, making them potential biomarkers. Our results further confirm that *ANK1* expression is regulated by promoter DNA methylation, at least in zebra finch.

Subsequent IPA pathway analysis of the obtained list of genes regulated by DNA methylation showed obvious enrichment for neurological pathways/networks and associations with neurological diseases. Besides neurological diseases and organismal survival, cancer is also in the top three of overrepresented diseases and function categories. This is not surprising, as (i) we are working with cell lines derived from tumor material and (ii) AZA has been shown to have anti-cancer effects by reactivating tumor suppressor genes that are silenced by aberrant DNA methylation^48^. Due to these anti-cancer properties, it has already been used in some clinical trials for leukemia, myelodysplastic syndrome and non-small cell lung carcinoma^49^.

Exon Array validation of RNA-seq results could confirm differential expression for 62.7% of genes, indicating a high level of agreement between RNA-seq and Exon Array results. The possibility of 100% cross-platform agreement is precluded by differences specific to each platform. In contrast to RNA-seq, microarrays have for example the inherent limitation that they can only detect a limited number of genes (in this case 92% of the target genes are detectable by the array) and have a limited dynamic detection range owing to both background and saturation of signals^50^. Moreover, the statistical power and the number of replicates used was different for both platforms, what can further explain the differences in results between platforms.

For a subset of genes putatively regulated by DNA methylation, expression and methylation changes following AZA-treatment were validated using respectively qPCR and CpG pyrosequencing on bisulfite-treated samples. For 6 of the 7 selected genes – *BDNF, NGB, HES1-4, GABRD, ANK1* and *MMP9* – we could validate both promoter methylation and gene expression changes caused by AZA-mediated demethylation. However, whereas the demethylation effect of AZA is very clear in MethylCap-seq data, only modest effects (change of 1–19%) could be observed by pyrosequencing (Supplementary Figure S3). Of special note, though pyrosequencing results demonstrated only moderate methylation changes, subsequent analysis still showed a significant distinction between the DMSO- and AZA-treated samples (Table 5). One possible explanation for this observation is that accumulation of small individual methylation changes in multiple subsequent CpG sequences may culminate in drastic changes in affinity of MethylCap-seq. In contrast, CpG pyrosequencing relies on nucleotide-based sequencing of individual CpG motifs in a stretch of less than 100 bp within a Methylation Peak, so there is always the possibility that there are bigger CpG methylation changes up/downstream of the pyrosequencing amplicon – which could explain why the pyrosequencing results of *IKBKE* were not significant. Alternatively, secondary DNA damage in AZA-treated samples may further reduce the affinity for MBD and overestimate the absolute decrease in DNA methylation levels^51^,^52^. Besides, mixed changes in DNA methylation and hydroxymethylation by AZA-treatment can differentially affect MBD2 binding affinity, whereas bisulfite CpG pyrosequencing can not discriminate between both epigenetic modifications^53^,^54^.

Nevertheless, the magnitude of DNA methylation changes following AZA-treatment is similar to effects reported in gene promoter-specific pyrosequencing assays performed in cancer (patient) samples (human, mouse)^55^.

As already noted in the introduction, songbirds – and zebra finches in particular – are intensively studied by neuroscientists. Dynamic CpG (de)methylation and subsequent gene expression changes play an important role in neuronal functions like learning and memory formation, highlighting the relevance of this study. There are however a couple of important concerns that limit straightforward extrapolation of here reported results to the brain.

1. A first note worth considering is that used cell lines do not originate from brain tissue but from spontaneous, non-neuronal, tumors. However, by comparing the expression profile of these cell lines with the expression profile of the zebra finch auditory lobule, Balakrishnan *et al*.^11^ demonstrated that many neurobiologically relevant genes are expressed in both G266 and ZFTMA cell lines. Moreover, additional overlap with microarray data of Drnevich *et al*. (Songbird Neurogenomics (SoNG) Initiative (SoNG 20 K microarray), 488 songbird brain samples^56^), showed that 104 of the found 357 epigenetically regulated genes were significantly differentially expressed (p < 2.6E-06) in the zebra finch microarray contrasts. This number increased to 134 out of 357 when a less stringent p-value of 0.001 was used to call a gene differentially expressed in the microarray data. A list of these genes is added in the Supplementary Tables (S5). Finally, the fact that ‘neurological diseases’ is the most overrepresented disease category in the pathway analysis together with the plethora of genes associated with brain function in our epigenetic analysis further illustrates the utility of these cell lines to study neurobiologically relevant genes.
2. A subset of tissue-related genes may need tissue-specific transcription factors to be expressed. When these transcription factors are not present in the cell lines, these genes will not be expressed, even if the promoter is demethylated. As a result, our list of 357 genes under putative DNA methylation control could be incomplete for the brain. Therefore, a list of genes with changes in promoter methylation, independent of a change in expression, is also included as Supplementary Table S1.
3. Finally, as G266 and ZFTMA are immortalized cell lines, it is possible that some of the found epigenetically regulated genes are involved in tumorgenesis, particularly when taking into account that (i) DNA methylation deregulation is common in cancer^57^ and (ii) AZA-treatment has been shown to reactivate tumor suppressor genes^48^.
4. The zebra finch reference genome and its annotation are currently still incomplete. This is partially reflected in the rather “low” unique mapping efficiency of the RRBS library. Indeed, besides sequencing quality, also the quality of the reference genome (particularly completeness) and intrinsic features of the studied species (e.g. overall degree of methylation) are anticipated to have a profound impact on mapping percentages. In high quality human RRBS data for example, mapping percentages are approaching 80%^58^. One possibility to increase RRBS mapping efficiencies in this study was to lower the mapping stringency, but as RRBS was particularly used to validate the MethylCap-seq approach rather than to give biological insight as such, this option was not further explored.

We believe that this study can be an important starting point for future epigenetic studies in zebra finch. The genome-wide map of the zebra finch methylome, for both control and AZA-treated samples, allows the identification of sites that are practically always methylated, or for which the methylation status is highly variable in different settings. Furthermore, we provide a list of genes that are putatively regulated by DNA methylation in the promoter region. The next step will be to investigate whether DNA methylation also regulates the expression of these genes *in vivo* and under which circumstances. DNA methylation changes are e.g. known to play an important role during learning processes^59^, brain development^16^ and ageing^60^, and are known to occur in response to (sex) hormone exposure^61^ or environmental cues^62^. Since epigenetic regulation is emerging as an important mechanism in sexual differentiation^63^,^64^ in our future work we will focus on the underlying epigenetic mechanisms of sexual dimorphic brain development during vocal learning in the zebra finch.

In conclusion, using two zebra finch cell lines, we were able to validate the MethylCap-seq methodology in zebra finch samples. To the best of our knowledge, this study provides the first genome-wide DNA methylation map of the zebra finch genome as well as a comprehensive set of genes of which transcription is under putative DNA methylation control. Interestingly, this subset included many neurobiologically relevant genes, further enlightened by the pathway analysis showing obvious enrichment for neurological pathways/networks and associations with neurological diseases. As such, this zebra finch draft methylome may become an attractive data-mining tool for (neuro)epigenetic studies in songbirds.

## Data Submission

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE61060 and GSE71344 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61060, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71344).

Next to these files, RRBS data has also been made available in BAM-format, which can be downloaded from the author’s website: http://www.biobix.be/data-2/zebrafinch/.

## Additional Information

**How to cite this article**: Steyaert, S. *et al*. A genome-wide search for eigenetically regulated genes in zebra finch using MethylCap-seq and RNA-seq. *Sci. Rep.* **6**, 20957; doi: 10.1038/srep20957 (2016).

## Supplementary Material

Supplementary Figures

Supplementary Tables

## Figures and Tables

**Figure 1:**
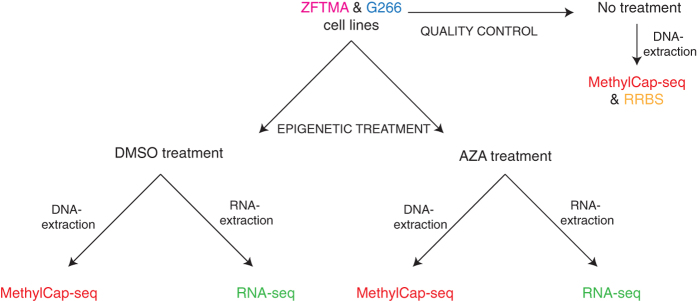
Overview of experimental design.

**Figure 2:**
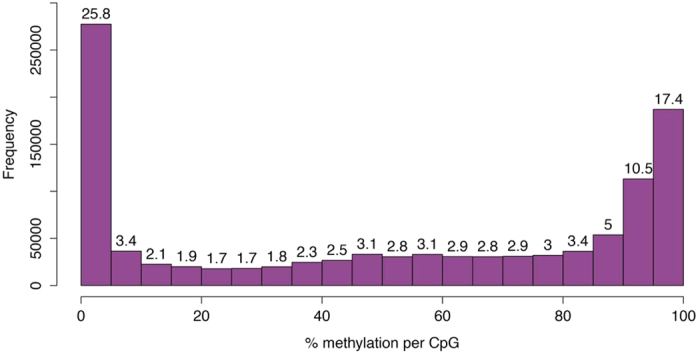
Histogram of %CpG methylation. CpG methylation degrees obtained with RRBS of untreated ZFTMA cell line (CpG sites with a RRBS coverage ≥10).

**Figure 3:**
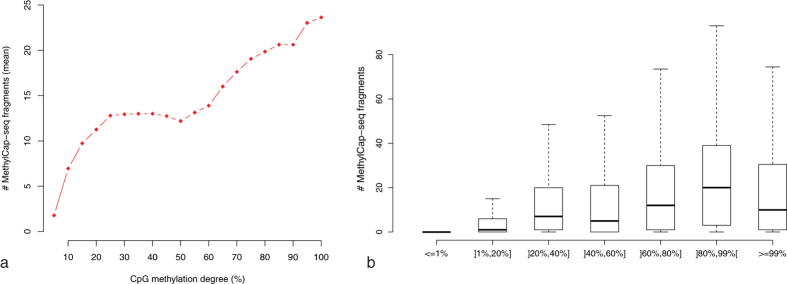
Comparison of MethylCap-seq and RRBS for the RRBS-covered CpGs (coverage ≥10). (**a**) Plot of the obtained RRBS CpG methylation degree and the average MethylCap-seq coverage. (**b**) Boxplots of the observed MethylCap-seq fragments for RRBS-covered CpGs with a CpG methylation degree starting from ≤1% to ≥99%, respectively.

**Figure 4:**
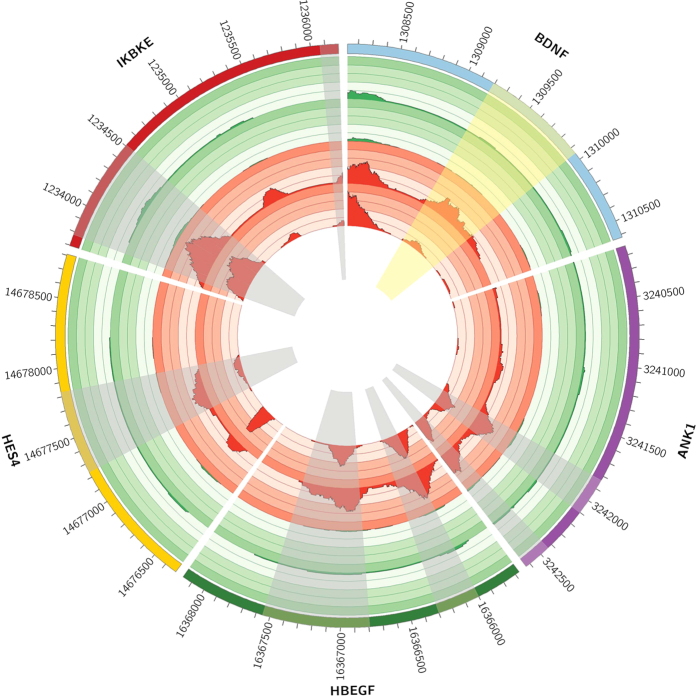
Circular representation of the normalized methylation profiles of 5 genes (*BDNF, ANK1, HBEGF, HES4* and *IKBKE)*. Promoter regions of the 5 depicted genes with the corresponding methylation profiles for both DMSO- and AZA-treatments. From inner to outer circle: (i, ii) MethylCap-seq data of DMSO-treated ZFTMA and G266 cell lines, respectively. (iii, iv) MethylCap-seq data of AZA-treated ZFTMA and G266 cell lines, respectively. (v) Gene promoter annotation. Significantly down-methylated Methylation Peaks are highlighted in grey. Apart from *BDNF*, all genes are part of the 357 genes found to be putatively regulated by promoter methylation (i.e. AZA-induced down-methylated promoter methylation and upregulated expression), while for *BDNF* only expression was significantly upregulated. For *BDNF,* the defined Methylation Peak in the promoter region for which methylation was clearly reduced – yet not significant at FDR 0.1 – is highlighted in yellow. From this figure it is clear that these genes are characterized by AZA-induced demethylation of the promoter region.

**Figure 5:**
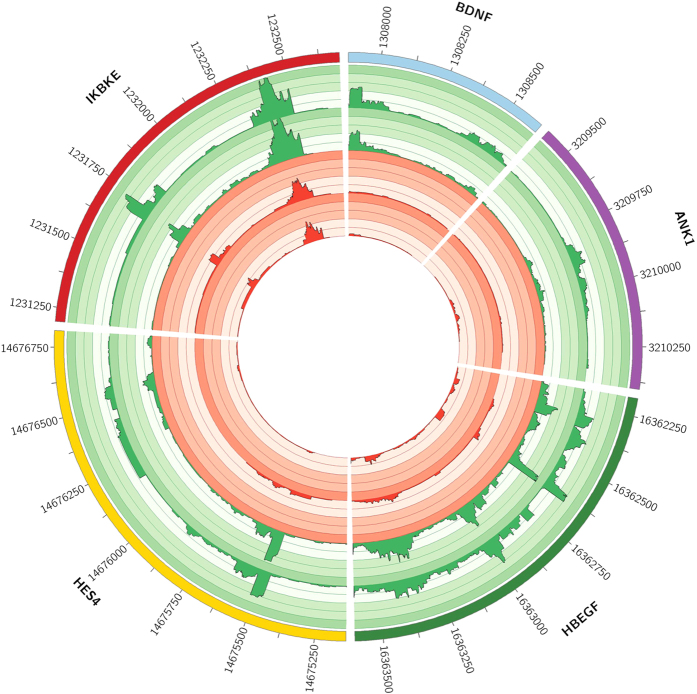
Circular representation of the normalized expression profiles of 5 genes (*BDNF, ANK1, HBEGF, HES4* and *IKBKE*). Genic regions with the corresponding expression profiles for both DMSO- and AZA-treatments. From inner to outer circle: (i, ii) RNA-seq data of DMSO-treated ZFTMA and G266 cell lines, respectively. (iii, iv) RNA-seq data of AZA-treated ZFTMA and G266 cell lines, respectively. (v) Genic annotation (Ensembl). Due to the large extent of some genes, instead of the whole genic range, a subregion of *HBEGF, ANK1* and *IKBKE* is shown. In both figures, the two G266 tracks are equally scaled, as well as both ZFTMA tracks. Apart from *BDNF*, all genes are part of the 357 genes found to be putatively regulated by promoter methylation (i.e. AZA-induced down-methylated promoter methylation and upregulated expression), while for *BDNF* only the expression was significantly upregulated. From this figure it is clear that these genes are characterized by AZA-induced re-expression.

**Figure 6:**
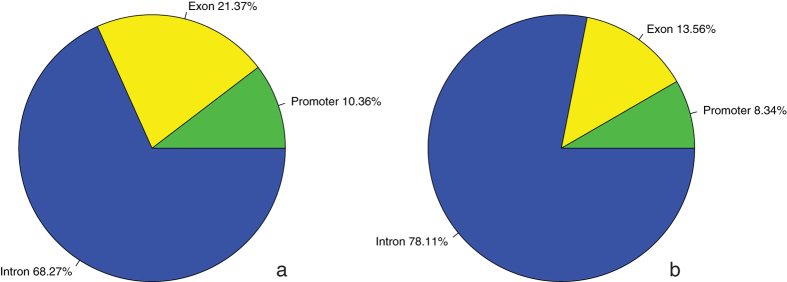
Genic distribution of the Methylation Peaks located in the upregulated genes after AZA-treatment. (**a**) Distribution of the Methylation Peaks featured by significant AZA-induced demethylation. (**b**) Mean genic classification of random Methylation Peaks resulting from 1,000 iterations.

**Figure 7:**
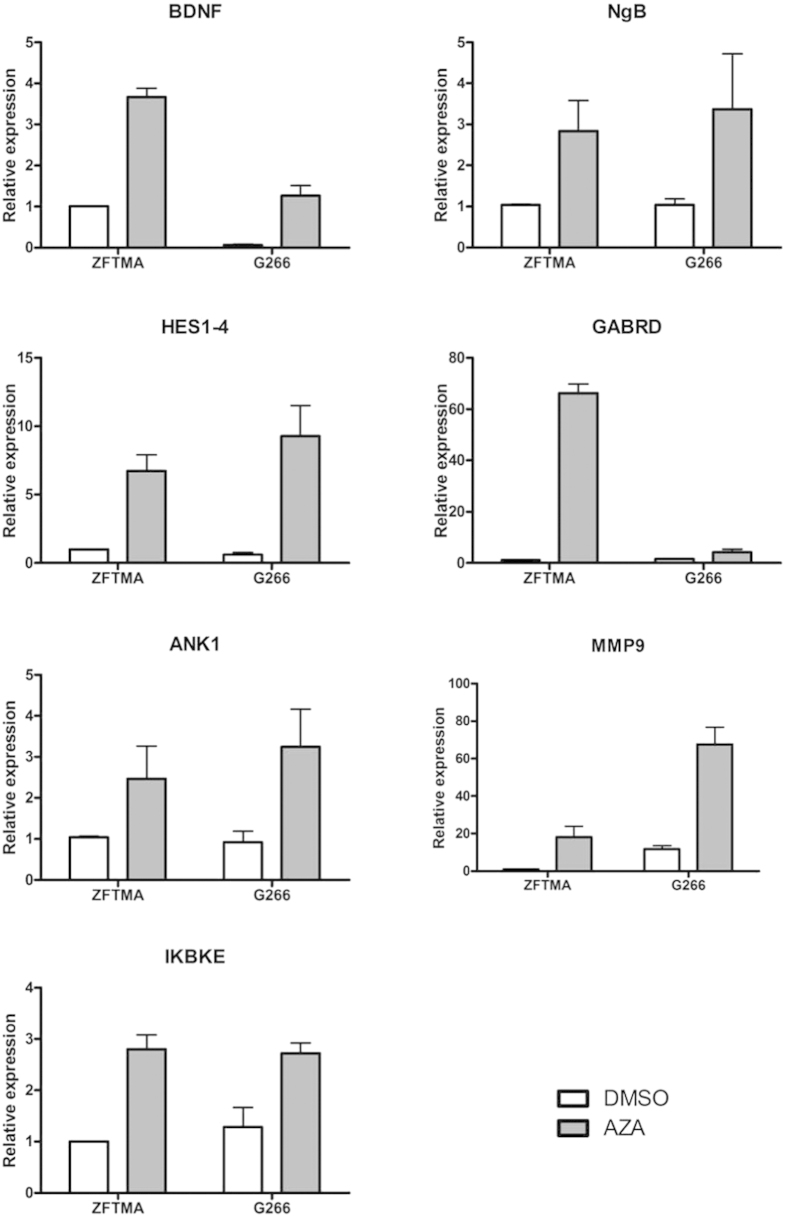
qPCR validation of RNA-seq results. For validation 7 genes were selected that showed a significant increase in gene expression and decrease in promoter DNA methylation in RNA-seq, Exon Arrays and MethylCap-seq experiments, respectively. This figure shows the impact of AZA (1 μM) treatment on *BDNF, NGB, HES1/4, GABRD, ANK1, MMP9* and *IKBKE* gene expression in ZFTMA and G266 cell lines, relative to a DMSO solvent control. Results were normalized to the geometric mean of reference genes *RPS13, RPL30* and *GAPDH*. The bar graphs represent relative mRNA expression (mean ± SEM) of three independent experiments. In all cases, the changes in mRNA expression after AZA treatment could be validated by qPCR (2-way-ANOVA).

**Figure 8:**
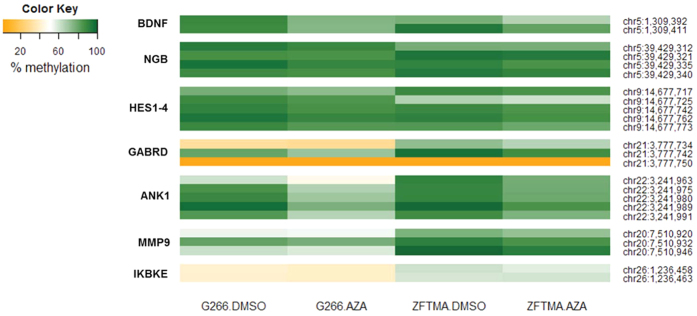
CpG pyrosequencing validation of MethylCap-seq results. For validation 7 genes were selected that showed a significant increase in gene expression and decrease in promoter DNA methylation in RNA-seq, Exon Arrays and MethylCap-seq experiments, respectively. This figure depicts changes in DNA methylation of specific CpG sites in the promoters of *BDNF, NGB, HES1/4, GABRD, ANK1, MMP9* and *IKBKE* after AZA (1 μM) treatment in ZFTMA and G266 cell lines, relative to DMSO solvent control. The shown DNA methylation levels represent the mean of three independent experiments. Only CpG sites that passed quality control were considered. The *NGB* gene was found to contain a SNP in the G266 cell line at position chr5:39,429,316, which was corrected for in the analysis. Methylation changes could be validated for each of the genes, except for *IKBKE* (2-way ANOVA). For *MMP9* the change in promoter methylation was only confirmed in the ZFTMA cell line.

**Table 1:** qPCR primer sequences.

Gene	Forward primer	Reverse primer
*GAPDH*	TCCCATGTTCGTGATGGGTG	GATGGCATGGACAGTGGTCA
*RPS13*	CAGCTCTCCAGAGGAACTCAAGAT	CGCTTGAACACGTTCTTGATGG
*RPL30*	ATGCTTGCCAAGACTGGTGT	GTCAGAGTCACCTGGGTCAA
*BDNF*	CACATCCCGAGTCATGCTAA	ATGTTTGCAGCATCCAGGTA
*NGB*	GGTGATGCTGGTGATTGATG	TCTTCCAGGCAGGACAAGTT
*HES1- 4*	CAGCTGAAGACGCTCATCCT	TTGGAATGCCGGGAGCTATC
*GABRD*	ACCAGAGCTGGAGAGACGAT	GCTTGTCCACAAACCTGCTG
*ANK1*	CAGCGAGATCGTCAACATGC	GTGTGTAATGCAGGGAGGCA
*MMP9*	TTGGTAGCCAAGAGCATGGG	CATCGCTGTTGCCACCATTG
*IKBKE*	ATCGTGGTGGACGTGTTCTC	GCTGCTCTCTGTGGTTTTGC

**Table 2:** CpG pyrosequencing primer sequences.

Gene	Forward primer	Reverse primer (biotinylated)	Sequencing primer
*BDNF*	GTAGAGTTGAGTTGGATAGATGT	^1^ACAATAATTCTACTACTATCCCTTCAA	TGGATAGATGTTTGTATTATATGA
*NGB*	GAGTTAGAATTGATGGGATTAAATAAGG	^1^CCTTACAAAAATAACCAAAAATAACACTTC	GGGTAGTTGGGAGATATA
*HES1-4*	GGTGGGGTTATAAGTTTTTTGAT	^1^CTCCAAAAACATACTACAATTTTCACA	GATAAATTAGAGTGAGGAAAAGAT
*GABRD*	GTAGAAAGTATTTTTGGGTAAAAGTGGTAT	^1^AAGTGGTATTATTTATTTTAGTTAT	TATACACCCAACAACACAAATATATCAA
*ANK1*	TAGTTTATGGGTTAGAAGGATAGGT	^1^ATAAAATCAACACATATTTCCCCTACA	TAGGTGGTGGAGGGT
*MMP9*	AAGTGAGGGTTTATTTTTGAGGTAGTAT	^1^CCCCTAATTTCTCACCATTACTTCCTT	GGTGGGATTTATTTTAGAGT
*IKBKE*	GGGTGAGGGTGTTTGGTATAGT	^1^CCAACCCCTTCTCTTCCTATCA	TGGGAGGGGGTGGTA
Legend: ^1^biotin-labeled			

**Table 3:** Summary of mapping statistics.

a	Cell line	Treatment	Input reads	Uniquely mapped reads	Non-duplicate, uniquely mapped reads	Mapping percentage
MethylCap-seq	G266	DMSO	34,794,421	19,678,423	12,273,057	56.56%
	G266	AZA	36,064,631	15,632,019	5,263,239	43.34%
	ZFTMA	DMSO	29,975,474	13,788,246	9,407,497	46.00%
	ZFTMA	AZA	33,496,076	17,508,214	4,741,451	52.25%
	ZFTMA	Untreated	35,015,944	15,617,024	11,173,357	44.60%
RRBS	ZFTMA	Untreated	73,660,217	20,939,730	*NA*	28.43%
**b**	**Cell line**	**Treatment**	**Input reads**	**Total mapped reads**		**Mapping percentage**
RNA-seq	G266	DMSO	59,068,389	43,896,990		74.31%
	G266	AZA	60,093,607	45,342,201		75.45%
	ZFTMA	DMSO	94,390,205	66,146,096		70.07%
	ZFTMA	AZA	63,714,282	45,870,652		71.99%

(**a**) MethylCap-seq and RRBS. (**b**) RNA-seq.

**Table 4:** Top overrepresented disease and function categories as determined by IPA pathway analysis.

Category	p-value - FDR
Neurological Disease	6,1E-05-6,41E-02
Cancer	3,89E-03-6,41E-02
Organismal Injury and Abnormalities	3,89E-03-6,41E-02
Respiratory Disease	8,51E-03-6,41E-02
Inflammatory Disease	1,03E-02-6,41E-02
Hereditary Disorder	1,03E-02-6,41E-02
Psychological Disorders	1,03E-02-6,41E-02
Skeletal and Muscular Disorders	1,03E-02-6,41E-02
Cell Cycle	1,03E-02-6,41E-02
Amino Acid Metabolism	1,03E-02-6,41E-02
Molecular Transport	1,03E-02-6,41E-02
Small Molecule Biochemistry	1,03E-02-6,41E-02
Gastrointestinal Disease	1,16E-02-6,41E-02
Cardiovascular System Development and Function	1,16E-02-6,41E-02
Organismal Development	1,16E-02-6,41E-02

Categories, corresponding p-values and false discovery rates are shown for the analysis done on the list of 357 AZA-induced upregulated zebra finch genes with at least one significantly down-methylated Methylation Peak in their promoter region.

**Table 5:** Results of qPCR and CpG pyrosequencing validation.

Gene	qPCR		CpG pyrosequencing	
	ZFTMA	G266	ZFTMA	G266
*BDNF*	1.09E-11	6.22E-11	2.03E-4	2.55E-4
*NGB*	3.25E-6	2.12E-8	6.74E-3	3.53E-2
*HES1-4*	3.25E-6	2.12E-8	6.97E-3	8.85E-3
*GABRD*	1.41E-11	3.82E-2	1.09E-3	2.60E-2
*ANK1*	2.03E-5	1.12E-7	6.40E-8	5.03E-08
*MMP9*	7.96E-13	1.71E-14	3.81E-02	2.80E-01
*IKBKE*	1.34E-09	8.06E-08	3.41E-01	5.69E-01

7 genes were selected that showed a significant increase in gene expression (both in RNA-seq and Exon Arrays) and decrease in promoter DNA methylation (MethylCap-seq). qPCR and CpG-pyrosequencing validation experiments were performed comparing expression and methylation values between DMSO- and AZA-treated samples. The obtained gene-specific p-values per cell line clearly show a significant difference in expression for each of the genes for the two treatments. Methylation differences between treatments could be validated by CpG pyrosequencing in all genes except for *IKBKE*. For *MMP9* the change in promoter methylation was only confirmed in the ZFTMA cell line.

# Supplementary material for: A genome-wide search for eigenetically regulated genes in zebra finch using MethylCap-seq and RNA-seq
**Source:** Sci Rep. 2016 Feb 11;6:20957. doi: 10.1038/srep20957
**Supplement:** Supplementary Figures

# **A genome-wide search for eigenetically regulated genes in zebra finch using MethylCap-seq and RNA-seq – *Supplementary Figures***

Sandra Steyaert<sup>1\*</sup>, Jolien Diddens<sup>2</sup>, Jeroen Galle<sup>1</sup>, Ellen De Meester<sup>1</sup>, Sarah De Keulenaer<sup>1</sup>, Antje Bakker<sup>3</sup>, Nina Sohnius-Wilhelmi<sup>3</sup>, Carolina Frankl-Vilches<sup>3</sup>, Annemie Van der Linden<sup>4</sup>, Wim Van Criekinge<sup>1</sup>, Wim Vanden Berghe<sup>2</sup> and Tim De Meyer<sup>1</sup>

## SUPPLEMENTARY FIGURES

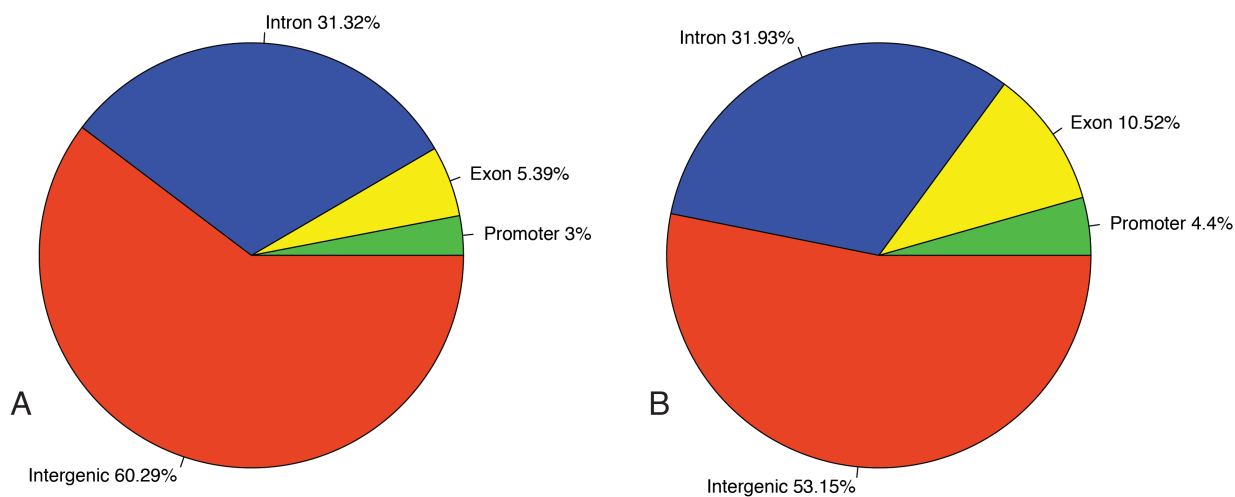

**Figure S1: Genomic distribution of the identified Methylation Peaks.** (a) Distribution of the full set of 719,917 Methylation Peaks. (b) Distribution of the 30,700 significantly down-methylated Methylation Peaks.

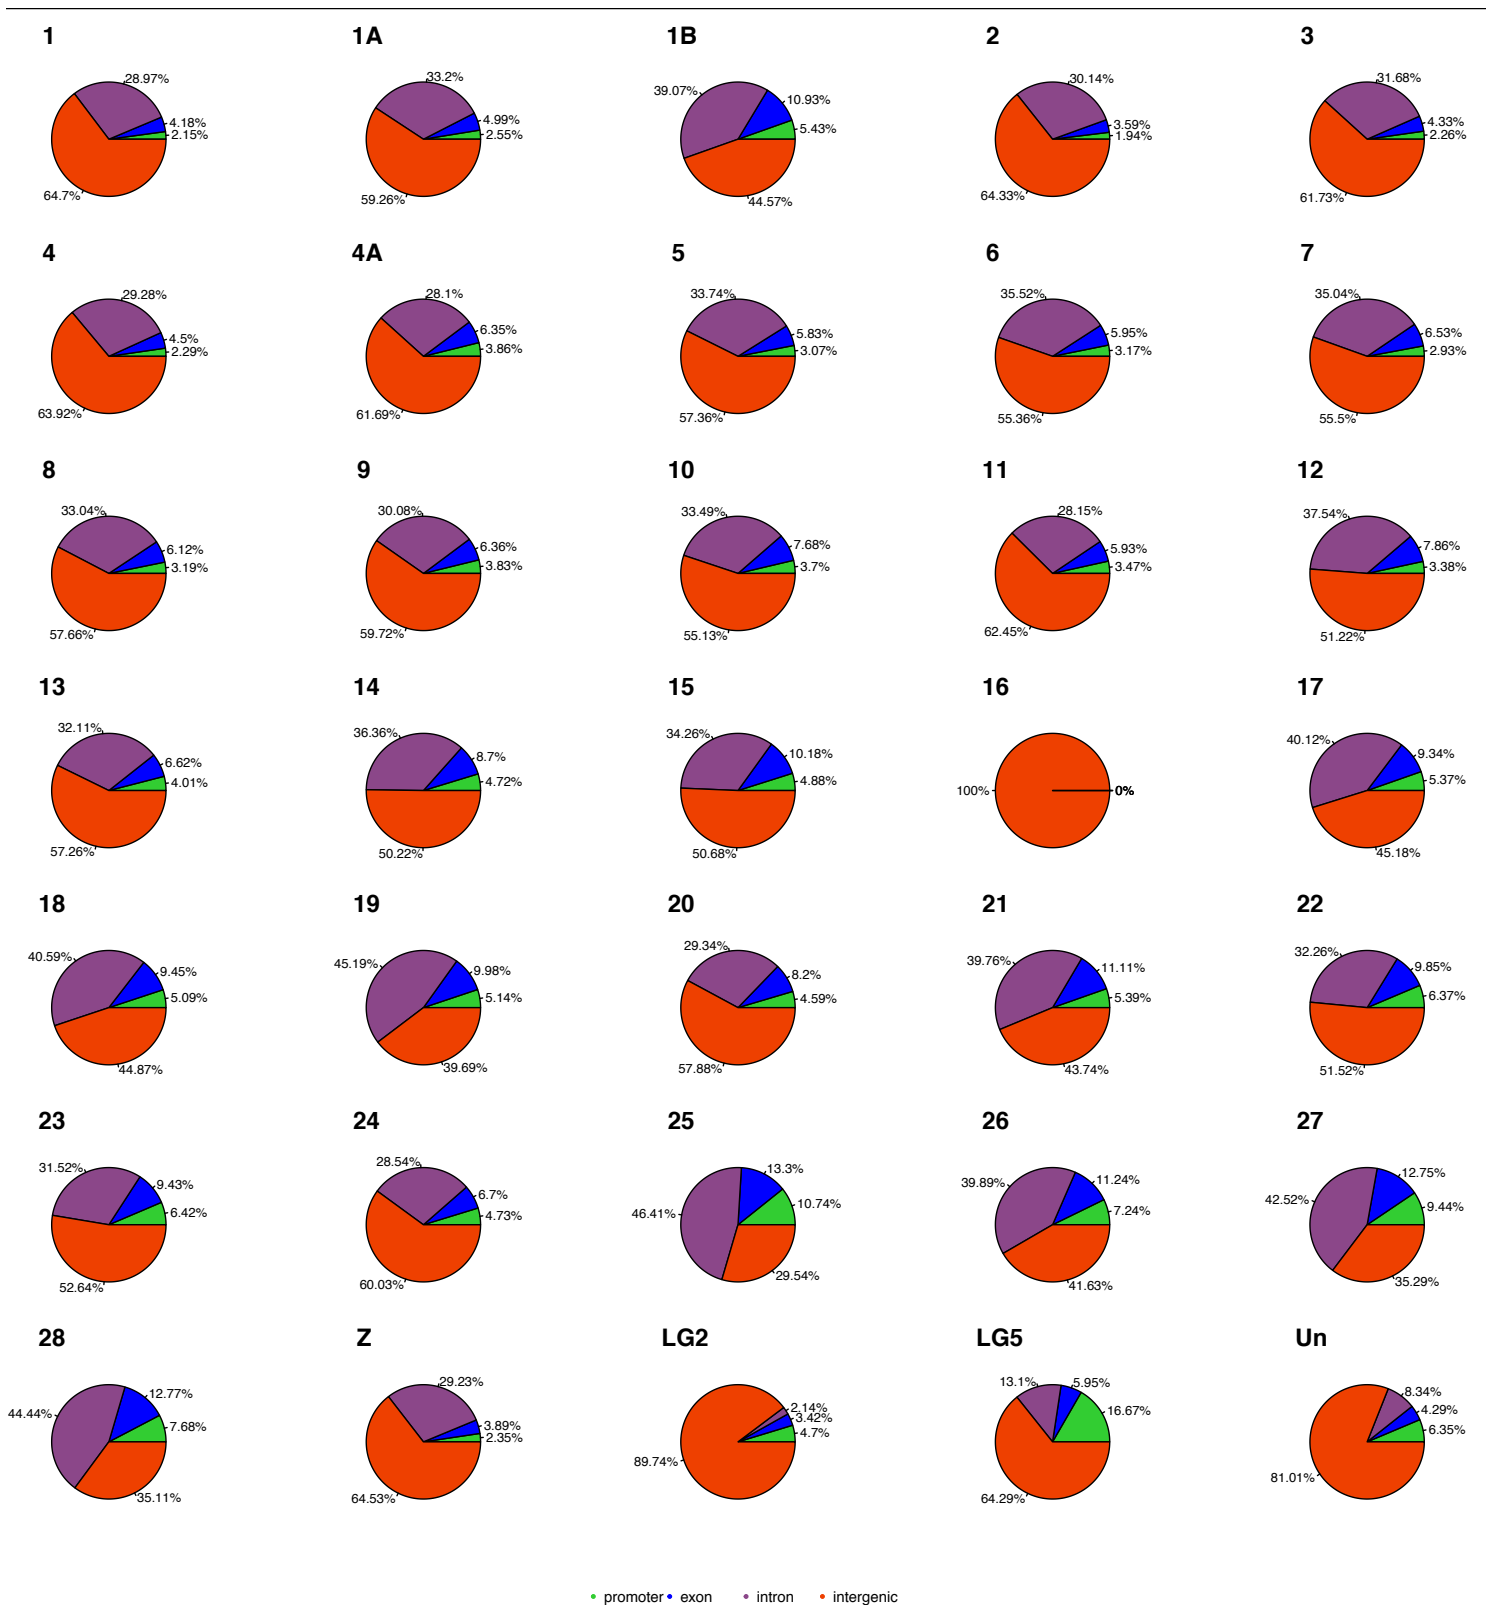

**Figure S2(a): Genomic distribution of the 719,917 identified Methylation Peaks per chromosome.** Corresponding chromosome names are stated above each piechart. Apart from some exceptions like chromosomes 16, LG2, LG5 and Un, overall, the distribution of the Methylation Peaks follows a general trend.

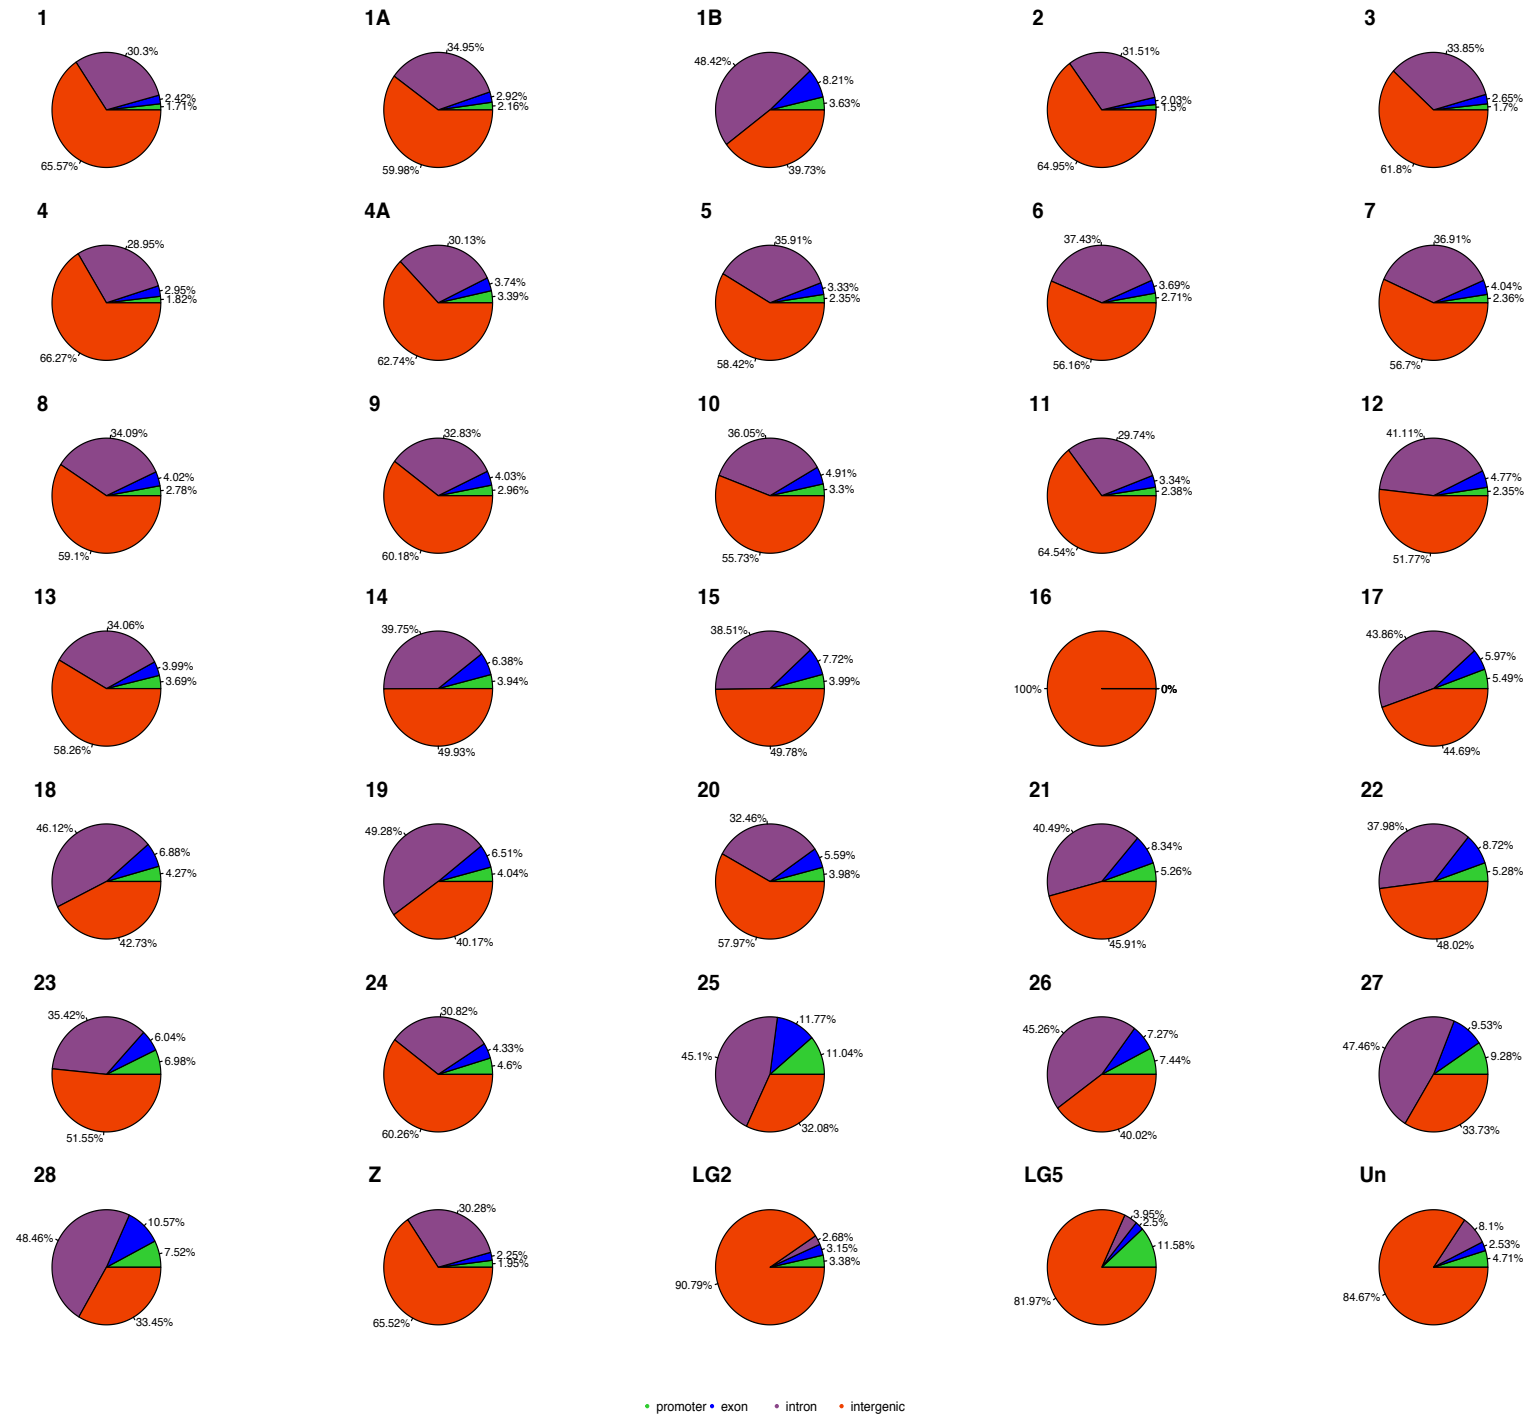

**Figure S2(b): Genomic distribution of the summed G266 and ZFTMA coverage of the control (i.e. DMSO-treated) samples per chromosome.** Corresponding chromosome names are stated above each piechart. Not unexpectedly, this distribution is very similar to the distribution of Figure S2(a).

**A**

**GABRD**

**HES 1-4**

**NgB**

**BDNF**

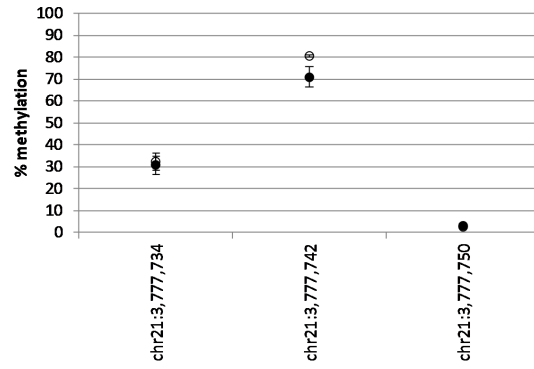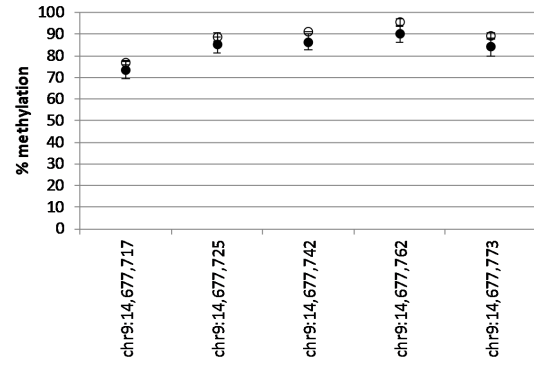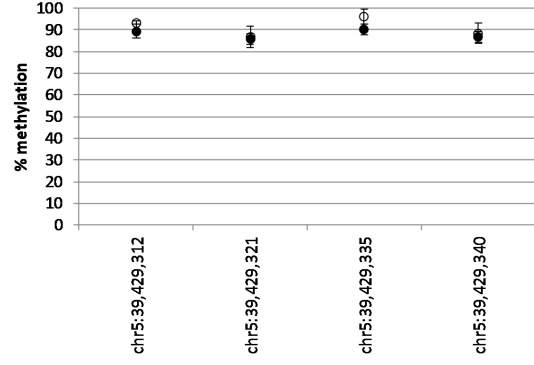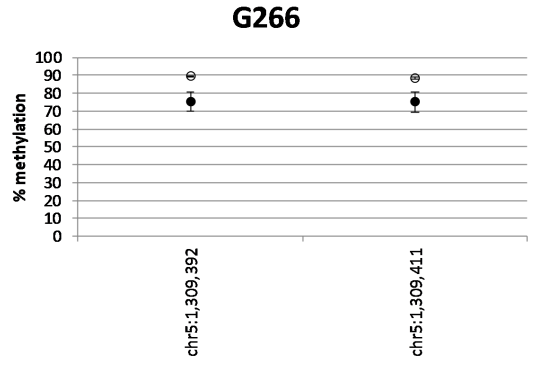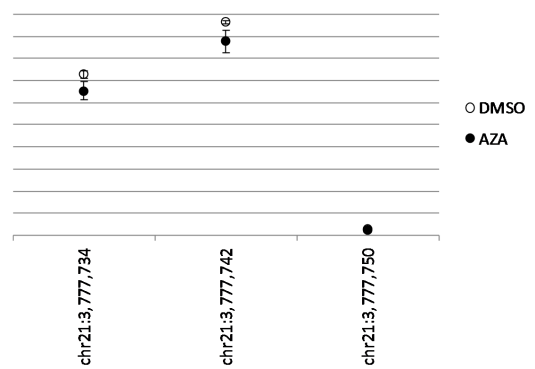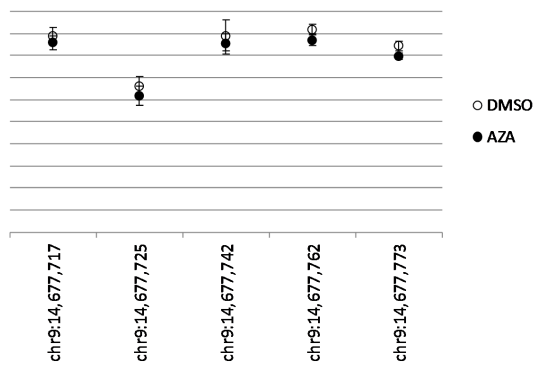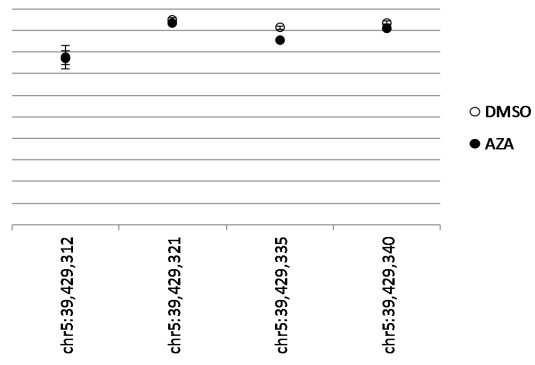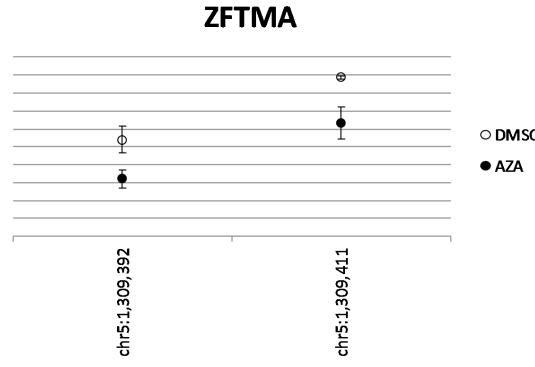

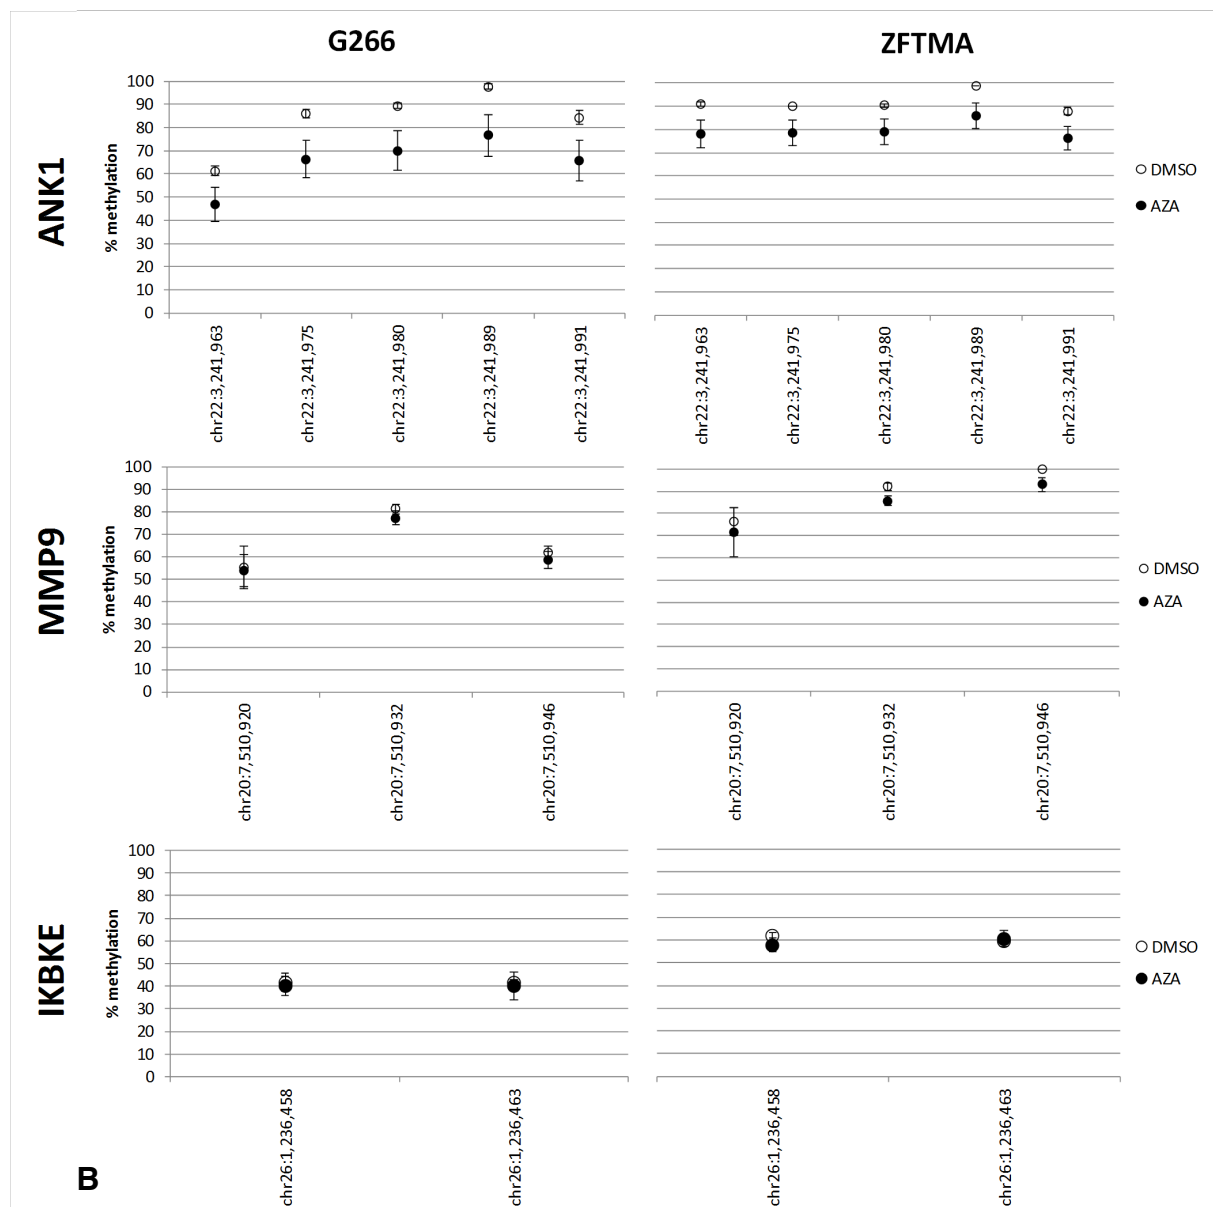

**Figure S3: CpG pyrosequencing validation of MethylCap-seq results.** This figure shows the changes in DNA methylation of specific CpG sites in the promoters of *BDNF*, *NGB*, *HES1/4*, *GABRD*, *ANK1*, *MMP9* and *IKBKE* after AZA (1  $\mu$ M) treatment in ZFTMA and G266 cell lines, relative to DMSO solvent control. The shown DNA methylation levels represent the mean of three independent experiments. Only CpG sites that passed quality control were considered. The *NGB* gene was found to contain a SNP in the G266 cell line at position chr5:39,429,316, which was corrected for in the analysis. The methylation changes could be validated for each of the genes, except for *IKBKE* (2-way ANOVA). For *MMP9* the change in promoter methylation was only confirmed in the ZFTMA cell line. (a) *BDNF*, *NGB*, *HES1/4* and *GABRD*. (b) *ANK1*, *MMP9* and *IKBKE*.

How the deposited data were processed for this re-analysis (not part of the article)

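MethylCap-seq was performed on 5 libraries (G266 and ZFTMA treated with DMSO or AZA, and untreated ZFTMA), RNA-seq on 4 libraries (both cell lines with DMSO or AZA) and RRBS on untreated ZFTMA. AZA was given at 1 µM for 72 h with a new dose every 24 h. Each cell line gave 1 library per treatment, so the 2 cell lines were the replicates of a treatment.

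The authors deposited raw fragment counts per Methylation Peak, after mapping with Bowtie2 to taeGut3.2.4, removal of duplicates and peak calling on the pooled DMSO coverage. For RNA-seq the authors deposited raw counts per gene, made with STAR and Rsubread from the annotation of Ensembl release 72, with duplicates kept. For RRBS the authors deposited the coverage as read counts and the methylation degree as a percent for CpGs with at least 10 reads, after mapping with Bismark. In all CpGs the degree times the coverage gave whole methylated reads, within a tolerance for the rounding of the degrees.

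Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, Benjamini-Hochberg FDR of 0.1), with all genes or all peaks in the adjustment. DESeq2 1.42.0 was an alternative. Every standard error given was computed back from the quasi-likelihood test, as the size of the log2 fold change divided by the square root of the F statistic. It is not a measure of the spread between the cell lines. edgeR's trended dispersions, used in the likelihood ratio tests, break ties at random and were run with a fixed random seed. RNA-seq counts were scaled by the PoissonSeq depth, computed by an own implementation with 5 iterations over the genes between the quantiles 0.25 and 0.75 of the goodness-of-fit statistic. The library size of MethylCap-seq was the number of non-duplicate reads in Table 3 minus the counts in Methylation Peaks. The paper calls the entries of Table 3 reads and those of the peak table fragments, and both were taken here to count read pairs, which the paper's text does not state for Table 3. The paper's text also gives no library size for the noise itself. Ratios per cell line used a prior of 0.5 counts. Overlaps used Fisher's exact test (scipy 1.17.1) and Mantel-Haenszel odds ratios over 10 strata of mean count (statsmodels 0.14.6) in Python 3.11.15.

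The cell line was a block because both treatments were applied to the same line, as in the paper's paired design. Deviations of libraries of the same line from their group means had a correlation of 0.248 over genes. Without the replicate block, 4217 genes were higher and 2085 lower.

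The tests were checked on simulated data. Only genes and peaks with a mean of at least 50 normalized counts were changed. Of 200 such genes changed 2-fold among 18618, the quasi-likelihood test recovered 99%. Of 200 such peaks lowered among 50000 it recovered 0.5% at a 2-fold and 100% at an 8-fold change. With so few changed peaks, 2-fold changes were thus rarely detected even at peaks of many fragments. Most peaks held far fewer fragments, and far larger shares of genes and peaks were called in the data. The recovery there was not tested. The simulated depths were recovered with an error of at most 0.235% for 3 libraries and -0.368% for the other.

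The genes named were those the paper names for these experiments, its reference genes, the DNA methyltransferase genes, and the 3 largest increases and 3 largest decreases among genes with a symbol, at least 50 normalized counts in the higher group, an adjusted p of at most 0.1 and one direction in both lines. Of the peaks at a named promoter, the text describes the one with the smallest adjusted p, a rule made after the values were seen, and for HES1 also the peak highlighted in Fig. 4. A symbol was found for 2187 genes in the supplementary tables. GAPDH, RPS13, RPL30, DNMT1 and DNMT3A were not paired with an identifier in the copies used and are not reported. None of the identifiers (0) matched the symbol table of assembly bTaeGut7.mat. The rule for genes was fixed before the data were examined, as were the alternatives counted below as set before.

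In all, 64 settings were run for RNA-seq, 9 of them set before the data were examined, and 18 for MethylCap-seq, 8 of them set before. The other 55 and 10 were tried after seeing how the first counts differed from the paper's. The functional location of peaks and the comparison of gene-deserts need the annotation of taeGut3.2.4, which was not used here. Tables S3 and S4 entered no test, because the copies hold fewer genes than the paper states. Exon array, qPCR and pyrosequencing data were not analysed here.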

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

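The tests on mitochondrial CpGs and on the peaks with higher counts were chosen after the result was seen.

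With noise-read library sizes, 12 Methylation Peaks had higher counts after AZA, a direction for which the paper gives no number. This is a small part of the 719917 peaks. In the 13 settings with other library sizes the ratio of AZA to DMSO library size was smaller in both lines, which raises AZA counts relative to DMSO, and all 12 peaks were called higher in each of them. Each of these sizes favours higher calls, so these runs cannot decide whether the choice of library size is the cause. That explanation stays open. With the noise-read sizes kept, 9 of the 12 were called by the likelihood ratio test, 6 without the block and 2 by DESeq2. False calls, which an FDR of 0.1 allows for, stay open, as does a gain of methylation at these peaks, and neither was tested.

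The RRBS table holds 207 mitochondrial CpGs, which the paper does not discuss. At least 10000 reads covered 81 of them, and 15 of these had a methylation degree over 50%, the highest being 75.4%. Reads of nuclear copies of mitochondrial DNA with the coverage of other nuclear CpGs are argued against by these 15 CpGs, since the 99th percentile of nuclear coverage was 477 reads. Incomplete bisulfite conversion of the whole library is argued against by the median degree of 2.75% over the mitochondrial CpGs. Conversion that failed only at some positions, nuclear copies in many repeats, duplicates kept during mapping, and methylation of mitochondrial DNA all stay open. With 1 library there is no replicate.

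A Methylation Peak of 2 bp near GABRD, from 3763877 to 3763878 on chromosome 21, went in opposite directions in the cell lines. Its log2 ratio of AZA to DMSO was -1.40 in G266 and 0.10 in ZFTMA. The difference between the lines was not tested. It rests on 6 and 3 fragments in G266 and 2 and 6 in ZFTMA, so counting error is an open explanation beside a difference between the lines, and these cannot be separated with 1 library each.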

How the results depend on the processing

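The settings that were chosen only after the result was seen are given apart, after the alternatives fixed from the start. The number of genes with higher expression stayed within 1.5 times of 5183, from 4217 to 6176, under 7 of them and was 2361 with DESeq2's Wald test. The number with lower expression stayed between 2085 and 4081. Scaling moved the share of higher calls from 63.0% to 50.9% with TMM and 72.9% with total gene counts. The share was 48.4% with DESeq2's Wald test, so that lower calls led. Without the replicate block, 6 Methylation Peaks had higher counts in place of 12, and no other count of calls moved by more than 1.5 times. The odds ratio lay between 1.13 and 1.39 with Fisher's exact or Mantel-Haenszel p-values under 0.05.

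Methylation Peaks with lower counts numbered 392812. They numbered 53025 with the non-duplicate reads of Table 3, 120 with the sum of counts in peaks and 148 with TMM as library size. Peaks with higher counts then numbered 735, 988 and 359. They numbered 3 with DESeq2 and 5 at an FDR of 0.05. The mean of the median log2 ratios of both lines was -2.80, and -0.81 and -0.073 with the non-duplicate reads and the sum of counts in peaks. Each line alone gave -2.54 and -3.06. The number of lower peaks follows the library size by construction, because a smaller share of the AZA reads lay in peaks.

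Spearman's correlation of 0.461 was 0.506 and 0.583 for CpGs with at least 30 and 100 reads, 0.198 inside peaks, 0.475 per kb and 0.266 per peak with at least 3 CpGs. At least 100 reads covered 486956 CpGs. Weighting by reads gave a median of 45.3% over chromosomes in place of 51.0%. The cause was not tested for these.

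The following settings were chosen after seeing the values. In edgeR's likelihood ratio test with the dispersion fixed at 0.02, 0.04, 0.05, 0.06 and 0.1, genes with higher expression numbered 4158, 3343, 3073, 2907 and 2301 with the PoissonSeq depth, 4641, 3650, 3373, 3160 and 2499 with total gene counts, and 3672, 3021, 2831, 2603 and 2084 with TMM. Genes with lower expression numbered 1283, 610, 445, 335 and 145, then 942, 457, 334, 264 and 119, then 1878, 843, 627, 463 and 180. With total gene counts and no block the lower genes were 1557 (quasi-likelihood), 1594 (likelihood ratio) and 1544 (exact test), and 1564 and 1617 with unpaired common and tagwise dispersions in the paired test. With the PoissonSeq depth multiplied onto the library totals, lower genes numbered 146 (common dispersion), 148 (tagwise without a trend) and 146 (tagwise with a trend). With totals divided by the depth they numbered 539, 567 and 553, beside 2669, 2674 and 2666 higher genes. With the inverse depth they numbered 52, 59 and 60, beside 1000, 986 and 1062 higher genes. Without scaling they numbered 694, 718 and 726, beside 2453, 2455 and 2460. The odds ratio was 1.07 (p = 0.295, Fisher's exact test) with the depth multiplied onto the totals, and so no longer passed 0.05. The other later settings stayed within 1.5 times of the first counts.

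For Methylation Peaks, later likelihood ratio tests gave lower and higher peaks of 237 and 1262 (sum of counts in peaks), 4 and 17528 (that sum divided by the noise reads), 42312 and 839 (that sum times the noise reads), 227 and 328731 (that sum times the PoissonSeq depth), 185 and 817 (PoissonSeq depth), 828 and 665 (TMM) and 66422 and 999 (non-duplicate reads). Peaks with higher counts numbered 141, 356 and 209 with the sum of counts times the noise share, the non-duplicate reads times the noise reads, and the uniquely mapped reads.

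Among single genes, 2 of 15 lost significance with DESeq2's Wald test (GABRD and IL15), and 2 gained it with the likelihood ratio test (NGB and DNMT3B). DNMT3B also gained it when only genes with at least 10 counts in at least 2 libraries were tested. None of the 15 reversed. Of the 30 peaks at named promoters, 27 had significantly lower counts, beside 54.6% of all peaks. All 27 lost significance with TMM, and 13 did with the non-duplicate reads, while without the block none changed. Log2 fold changes that reversed with TMM were 0.034 for the peak at 39427361 near NGB, 0.17 for the peak at 7896803 near DNMT3B, and 0.76, 1.71 and 0.13 for the peaks at 3763406, 3763877 and 3778843 near GABRD. With the non-duplicate reads the GABRD peaks at 3763406 and 3763877 gave 0.29 and 1.28, and with the sum of counts times the noise reads 0.20 and 1.14. The peak at 3763877 ranged from -1.40 to 0.10 between the lines, each left out in turn. Of the other peaks, 10 moved by more than the SD between the lines without G266 and 5 without ZFTMA, as did 5 of the 15 genes in each case. Apart from the library size and the fixed dispersions named above, the cause was not tested.

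Not run were the RRBS coverage minimum of 5, since the lowest coverage was 10, and the alternatives on functional location and gene-deserts, which need an annotation not used here. Few fragments per peak limit calls at single peaks, and 2 cell lines limit every test.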

Differences from the paper's values

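Of the 64 RNA-seq and 18 MethylCap-seq settings, 55 and 10 were tried after seeing that the first values differed from the paper's, in a search for settings that came closer. A match below is one within 1.5 times, and matches among so many settings carry little weight.

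The paper's number of genes with lower expression is 147, and here it was 3045. None of the alternatives set before the data were examined closed the gap. Of the settings chosen after seeing the values, 6 did: 145, 119 and 180 genes with the dispersion fixed at 0.1 under the PoissonSeq depth, total gene counts and TMM, and 146, 148 and 146 with the PoissonSeq depth multiplied onto the library totals. The number with higher expression, 5183, was within 1.5 times of the paper's 3679.

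The paper's largest p-value at the FDR limit of RNA-seq is 0.0205, and here it was 0.0442. It was 0.0197 at an FDR of 0.05, set before the data were examined, and none of the other alternatives set before closed the gap. It came within 1.5 times in 22 settings chosen after seeing the values. These were dispersions fixed at 0.02 to 0.06 with the PoissonSeq depth or TMM and at 0.02 to 0.1 with total gene counts, and the runs with no scaling or with totals multiplied or divided by the depth.

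The paper's p-value of BDNF expression is 5.31e-11, and here it was 1.61e-17. None of the alternatives set before the data were examined closed the gap. Chosen after seeing the values, a dispersion fixed at 0.06 gave 5.85e-11, totals divided by the depth with a common dispersion gave 5.23e-11, and the depth multiplied onto the totals gave 5.33e-11.

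The paper's overlap of Table S1 with genes of higher expression is 357 genes, and here it was 680. DESeq2's Wald test, set before the data were examined, gave 319, and no other alternative set before came within 1.5 times. It came within 1.5 times in 30 settings chosen after seeing the values, the closest being 349 with a dispersion fixed at 0.06 under the PoissonSeq depth. These were TMM or DESeq2 size factors without the block, TMM with unpaired dispersions or the exact test, and dispersions fixed at 0.02 to 0.1 with the PoissonSeq depth or TMM and at 0.04 to 0.1 with total gene counts. The runs with no scaling or with totals multiplied or divided by the depth were also among them.

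Of all settings, the PoissonSeq depth multiplied onto the library totals, with edgeR's likelihood ratio test and tagwise dispersions, came closest on most values. It gave 3677 higher and 146 lower genes, a largest p-value of 0.0205 and 438 overlapping genes against the paper's 357. It was chosen after seeing the values.

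The paper's number of Methylation Peaks with lower counts is 30700 (4.26%), and here it was 392812 (54.6%). The paper's largest p-value at the FDR limit is 0.0043, and here it was 0.0546. None of the alternatives set before the data were examined closed these gaps. The sum of counts in peaks times the noise reads with the likelihood ratio test, chosen after seeing the values, gave 42312 peaks (5.88%) and a largest p-value of 0.00599.

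The paper's p-value of the BDNF promoter peak highlighted in Fig. 4 is 0.01. The peak at that position on the figure's axis, read by eye, starts at 1309192, and here its p-value was 2.83e-08. None of the alternatives set before the data were examined came within 1.5 times. The sum of counts times the noise reads, chosen after seeing the values, gave 0.0114. For the other peak in the window, which starts at 1307118, the p-value was 9.37e-07, and 2 settings chosen after seeing the values came within 1.5 times of 0.01. They were the non-duplicate reads in the likelihood ratio test (0.0133) and the sum of counts times the PoissonSeq depth (0.00848, with higher counts after AZA). The paper states that no peak in the BDNF promoter passed its limit. Here both passed, while in 9 of the 18 settings neither did. Of these, the non-duplicate reads, TMM and the sum of counts in peaks in the quasi-likelihood test were set before the data were examined. The same 3 scalings in the likelihood ratio test, the PoissonSeq depth, and the sum of counts multiplied or divided by the noise reads were chosen after seeing the values.

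In Fig. 4 of the paper, the peaks at 14676534 near HES1 and at 1235085 near IKBKE are not highlighted as significant. Here both passed, with log2 fold changes of -3.45 and -2.71. Neither passed with TMM or the non-duplicate reads, set before the data were examined, or with the sum of counts times the noise reads, chosen after seeing the values.

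The paper lists NGB among genes with higher expression in RNA-seq. Here its adjusted p was 0.119 in edgeR's quasi-likelihood test. It was called in 40 of the 64 settings, with adjusted p-values from 0.0106 to 0.583 over all of them in edgeR and DESeq2. Of those that called it, 1 was set before the data were examined, the likelihood ratio test (0.0356). The other 39 were chosen after seeing the values. They were the likelihood ratio test with the other scalings or without the block, unpaired or paired common and unpaired tagwise dispersions, the exact test, dispersions fixed at 0.02 to 0.06 (up to 0.05 with TMM), the depth multiplied onto the totals (0.0380 with tagwise dispersions with a trend), and counts divided by the depth.

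The paper lists 357 genes in Table S2 as higher, and here 329 of them were called. All were called in 16 settings. Of these, the likelihood ratio test was set before the data were examined. The other 15 were chosen after seeing the values. They were the likelihood ratio test with total gene counts (with or without the block), TMM or DESeq2 size factors, unpaired dispersions with the PoissonSeq depth or total gene counts, paired common dispersions with these scalings or TMM, a dispersion fixed at 0.02 with total gene counts, the depth multiplied onto the totals with tagwise dispersions with a trend, and counts divided by the depth with their totals, with common dispersions or tagwise dispersions without a trend.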

Other observations

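The tests on the depth applied on top of the totals, on the balance of calls and on peaks of few fragments were chosen after the result was seen.

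Relative to the reads outside Methylation Peaks, counts fell by a median log2 ratio of -2.54 in G266 and -3.06 in ZFTMA after AZA. Peaks were called on the DMSO libraries, which by itself lowers any other library. In ZFTMA that selection is argued against as the whole cause by the untreated library, whose median log2 ratio to DMSO was 0.15. A second technical explanation is saturation of high peaks by duplicate removal. In ZFTMA peaks of 0 or 1 fragments in the untreated library fell to -1.28, but the untreated library itself lay at -1.30 in this group, which was formed on its counts, so this group decides nothing. Peaks of 2 or 3 fragments in the untreated library had a median of 2 fragments in DMSO-treated ZFTMA and fell to -1.93. Peaks of 4 to 7 and 8 to 15 fragments, with DMSO medians of 4 and 9, fell to -2.38 and -2.86 in ZFTMA, while the untreated library lay at 0.21 and 0.13. In G266, on whose counts the groups were not formed, the groups of 0 or 1, 2 or 3 and 4 to 7 fragments had DMSO medians of 4, 6 and 9 fragments and fell to -2.09, -2.09 and -2.43. In ZFTMA the untreated library lay at -0.08 in the group of 2 or 3 fragments. A fall at so few fragments argues against saturation of high peaks as the whole cause in ZFTMA. G266 has no untreated library to show how far selection on DMSO coverage alone lowers these groups. Its falls therefore cannot decide on saturation, which stays open for G266. In ZFTMA the fall deepened to -3.34 at 64 to 127 fragments and was -3.32 in the group of the highest counts. In G266 it was -2.74 at 16 to 31 fragments, -2.63 at 64 to 127 and -2.48 in the group of the highest counts. A part of saturation in the deeper fall of the higher peaks stays open. A rise of background reads for a technical reason in the AZA libraries, which had more duplicates, and loss of methylation by AZA also stay open. Each line has 1 library per treatment.

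The association of Table S1 with higher expression was small. It was not removed by mean expression, since the Mantel-Haenszel odds ratio over 10 strata of mean count was 1.15. A hypothesis was that genes of Table S1 changed more as a group. Their median log2 fold change was 0.08 against 0.07 for lists matched on mean count, at percentile 76.5 of 10000 lists, so this was not seen. Table S1 came from MethylCap-seq on the same cell lines.

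With the PoissonSeq depth, genes with higher expression outnumbered those with lower expression, with 63.0% of calls. With TMM the share was 50.9%. DESeq2's Wald test with its own size factors reversed the balance, with 48.4% higher. Each scaling sets the balance by its own centring, so a true excess and the choice of depth cannot be told apart here.

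A candidate explanation for the paper's numbers of differentially expressed genes is that the PoissonSeq depth was applied on top of the library totals. This setting gave 3677 higher genes and called all 357 genes of Table S2 higher, as did 15 other settings. It was picked from 64 settings by its nearness to these values, so the match is no independent test, and it gave 81 overlapping genes of Table S1 beyond the 357. This cannot be told apart from other settings that were not run. In simulated counts without a global shift this setting moved the median log2 fold change by 0.18 and recovered 0 of 200 changed genes.

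DNMT3B, which encodes a DNA methyltransferase, had 5 fragments in each DMSO-treated library and 10 and 11 after AZA. Its log2 fold change was 1.25 (standard error 0.71, adjusted p = 0.159 in edgeR's quasi-likelihood test) and the adjusted p was between 0.0605 and 0.591 over its alternatives in edgeR and DESeq2.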
